# RST1 and RIPR connect the cytosolic RNA exosome to the Ski complex in *Arabidopsis*

**DOI:** 10.1038/s41467-019-11807-4

**Published:** 2019-08-27

**Authors:** Heike Lange, Simon Y. A. Ndecky, Carlos Gomez-Diaz, David Pflieger, Nicolas Butel, Julie Zumsteg, Lauriane Kuhn, Christina Piermaria, Johana Chicher, Michael Christie, Ezgi S. Karaaslan, Patricia L. M. Lang, Detlef Weigel, Hervé Vaucheret, Philippe Hammann, Dominique Gagliardi

**Keywords:** siRNAs, RNA decay, RNA quality control, Plant molecular biology

## Abstract

The RNA exosome is a key 3’−5’ exoribonuclease with an evolutionarily conserved structure and function. Its cytosolic functions require the co-factors SKI7 and the Ski complex. Here we demonstrate by co-purification experiments that the ARM-repeat protein RESURRECTION1 (RST1) and RST1 INTERACTING PROTEIN (RIPR) connect the cytosolic *Arabidopsis* RNA exosome to the Ski complex. *rst1* and *ripr* mutants accumulate RNA quality control siRNAs (rqc-siRNAs) produced by the post-transcriptional gene silencing (PTGS) machinery when mRNA degradation is compromised. The small RNA populations observed in *rst1* and *ripr* mutants are also detected in mutants lacking the RRP45B/CER7 core exosome subunit. Thus, molecular and genetic evidence supports a physical and functional link between RST1, RIPR and the RNA exosome. Our data reveal the existence of additional cytosolic exosome co-factors besides the known Ski subunits. RST1 is not restricted to plants, as homologues with a similar domain architecture but unknown function exist in animals, including humans.

## Abstract (web summary)

Cytosolic RNA degradation by the RNA exosome requires the Ski complex. Here the authors show that the proteins RST1 and RIPR assist the RNA exosome and the Ski complex in RNA degradation, thereby preventing the production of secondary siRNAs from endogenous mRNAs.

## Introduction

The RNA exosome provides all eukaryotic cells with a key 3′−5′ exoribonucleolytic activity that participates in the maturation of various non-coding RNAs and in the degradation of both non-coding and coding RNAs (reviewed in refs. ^1–5^). The RNA exosome consists of a core complex composed of nine subunits (Exo9) to which the exoribonucleases RRP6 and DIS3/RRP44 differentially associate within the nucleolus, nucleoplasm or cytosol^6–8^. Whilst the overall structure and function of the RNA exosome is conserved, both the composition and enzymatic activities of exosome complexes vary among organisms. For example, most non-plant Exo9s including those in yeast and human are catalytically inactive^9^, whereas plant Exo9s have retained a phosphorolytic activity originating from its prokaryotic ancestor^10^. This unique phosphorolytic activity of plant Exo9 acts in combination with the hydrolytic activities provided by RRP6 and DIS3^10^. Another exception among RNA exosomes is the association of human Exo9 with functionally distinct DIS3L and DIS3 proteins, only the latter of which is conserved in yeast and plants^6,11^.

In all eukaryotes investigated, the catalytic activities of the RNA exosome are modulated by cofactors termed activator–adapter or exosome targeting complexes. These complexes aid in the recognition of specific types of RNA substrates and couple exosome-mediated degradation to cellular processes, such as ribosome biogenesis or mitosis^12–19^. All exosome targeting complexes that have been characterised to date contain an RNA helicase from the MTR4/SKI2 family as a central component. In addition, exosome targeting complexes typically comprise RNA-binding proteins, non-canonical poly(A) polymerases or factors mediating protein–protein interactions. Most exosome targeting complexes described to date are nuclear. They include the TRAMP (TRF4-AIR1-MTR4 polyadenylation) complexes^20–22^ in both baker’s yeast and humans, the human PAXT (polyA tail exosome targeting) complex^23^, the NEXT (nuclear exosome targeting) complexes that differ slightly in humans and plants^24,25^ and the MTREC (Mtr4-like 1 (Mtl1)-Red1-core) complex in fission yeast^26,27^. These MTR4 containing complexes assist the exosome in nuclear RNA surveillance by targeting various RNA substrates, including precursors of ribosomal and other non-coding RNAs, spurious transcripts generated by pervasive transcription and untimely, superfluous or misprocessed mRNAs^21,24,25,27–32^. In remarkable contrast to the diversity of nuclear exosome cofactors, a single conserved protein complex, the Superkiller (Ski) complex, is known to assist the exosome in the cytosol. The Ski complex consists of the MTR4-related RNA helicase SKI2, the tetratricopeptide-repeat protein SKI3 and two copies of the WD40-repeat protein SKI8^33–35^. Association of the Ski complex with the exosome core complex requires an additional protein, SKI7^36^. Recent data revealed the functional conservation of SKI7 across eukaryotes^37^. In mammals and plants, SKI7 is produced by alternative splicing from a single locus that encodes also the HBS1 protein^37–39^. HBS1 functions together with the G-protein Dom34/PELOTA in No-Stop decay by releasing ribosomes stalled on RNAs lacking a stop codon^40–43^. In the yeast *Saccharomyces cerevisiae*, Ski7 and Hbs1 are closely related paralogs. Therefore, it was for long inferred that yeast Ski7 mediates the association of the exosome with the ribosome^[34,44^. Recent data now challenge this view by showing that the Ski2–Ski3–Ski8 complex can directly bind to ribosomes, while Ski7 is associated with Exo9^35,45^.

The Ski complex is conserved in *Arabidopsis thaliana*^46^, but its physical association with the exosome core has not been investigated yet. An initial experiment to affinity-capture factors associated with the *Arabidopsis* exosome identified the homologue of DIS3 and two nuclear RNA helicases, AtMTR4 and its closely related homologue HEN2^25^. In addition, *Arabidopsis* Exo9 systematically co-purified with a 1840 amino acid ARM-repeat protein of unknown molecular function named RESURRECTION1 (RST1)^25^. RST1 was originally identified in a genetic screen for factors involved in the biosynthesis of epicuticular waxes^47^. Epicuticular waxes are a protective layer of aliphatic very long-chain (VLC) hydrocarbons that cover the outer surface of land plants^48^. *rst1* mutants have less wax on floral stems than wild-type plants, and ~70% of the seeds produced by *rst1* mutants are shrunken due to aborted embryogenesis^47^. The molecular function of RST1 remains unknown. Interestingly, one of the two RRP45 exosome core subunits encoded in the *Arabidopsis* genome, named RRP45B or CER7 (for ECERIFERUM 7) was also identified in a genetic screen aimed at identifying enzymes or regulators of wax biosynthesis^49^. The wax-deficient phenotype of *rrp45b*/*cer7* mutants (*cer7* from now on) is suppressed by mutations in genes encoding RNA silencing factors, such as RDR1, RDR6, AGO1, SGS3 and DCL4^50,51^. This and the identification of small RNAs accumulating in *cer7* mutants revealed that the wax deficiency observed in *cer7* plants is due to post-transcriptional silencing of *CER3* mRNAs^50,51^, encoding a protein that together with the aldehyde decarbonylase CER1 catalyses the synthesis of VLC alkanes from VLC acyl-CoAs^52,53^. These results demonstrated that the RNA exosome contributes to the degradation of the *CER3* mRNA and that the wax-deficient phenotype of *cer7* mutants is a consequence of the established link between RNA degradation and silencing pathways^50,51,54^. Indeed, in plants, the elimination of degradation intermediates such as uncapped or RISC-cleaved mRNAs by 3′−5′ and 5′−3′ exoribonucleases prevents that they trigger post-transcriptional silencing (PTGS)^55–60^, a mechanism required for the destruction of non-self RNAs originating from viruses or transgenes.

Here, we demonstrate by multiple reciprocal co-purification assays coupled to mass spectrometry analyses that the *Arabidopsis* exosome core complex Exo9 associates with the ARM-repeat protein RST1, SKI7, another protein that we named RIPR (for RST1 interacting protein) and the Ski complex. Our data show that RST1 and RIPR suppress the silencing of transgenes as well as the production of secondary siRNAs from endogenous exosome targets such as RISC-cleaved transcripts and certain endogenous mRNAs which are prone to PTGS. Those mRNAs include the *CER3* mRNAs explaining that the *rst1* and *ripr* mutants share the *cer7* wax-deficiency phenotype. Taken together, our biochemical and genetic data establish RST1 and RIPR as cofactors of the cytoplasmic exosome and the Ski complex in plants.

## Results

### Wax deficiency in *rst1* mutants is caused by *CER3* silencing

To investigate whether the wax deficiency of *rst1* plants is linked to compromised degradation of the *CER3* mRNA as reported in *cer7* mutants^49^, we compared the stems of wild-type and mutant plants grown under identical conditions. Due to the light reflecting properties of the wax crystals that cover the outer cuticle, stems of wild-type *Arabidopsis* plants appear whitish (or bluish in cold light, Fig. 1a). Consistent with previous reports, plants lacking the exosome core subunit RRP45A have whitish stems signifying intact wax biosynthesis^49^. By contrast, plants with T-DNAs inserted in the *RRP45B*/*CER7* (*AT3G60500*) and *RST1* (*AT3G27670*) loci have glossy green stems indicating wax deficiency^47,49^ (Fig. 1a). Gas chromatography followed by mass spectrometry (GC-MS) analysis of extracts obtained from the stem surface confirmed that the amounts of the VLC derivatives nonacosane, 15-nonacosanone and 1-octacosanol, three major components of epicuticular stem wax in *Arabidopsis*, were similarly reduced in *cer7* and in *rst1* mutants (Fig. 1b). Ectopic expression of RST1 fused to GFP in *rst1-3* plants restored the biosynthesis of nonacosane, 15-nonacosanone and 1-octacosanol and resulted in wild-type-like whitish stems (Fig. 1a, b). Previous studies established that the wax deficiency of *cer7* mutants is due to post-transcriptional silencing of the mRNA encoding *CER3*^49–51,54^, a subunit of a VLC alkane-forming complex^52,53^. Indeed, RNA blots revealed a severe reduction of the *CER3* mRNA and an accumulation of *CER3*-derived small RNAs in both *cer7* and *rst1* mutants (Fig. 1c). Mutating the PTGS factor SUPPRESSOR OF GENE SILENCING 3 (SGS3) in *rst1-2* plants abolished the production of *CER3*-derived small RNAs, restored wild-type levels of the *CER3* mRNA and allowed the production of epicuticular wax as demonstrated in the *rst1 sgs3* double mutant (Fig. 1d). These results show that the wax-deficient phenotype of *rst1* mutants is caused by silencing of the *CER3* mRNA, as reported for *cer7* mutants.

**Fig. 1:**
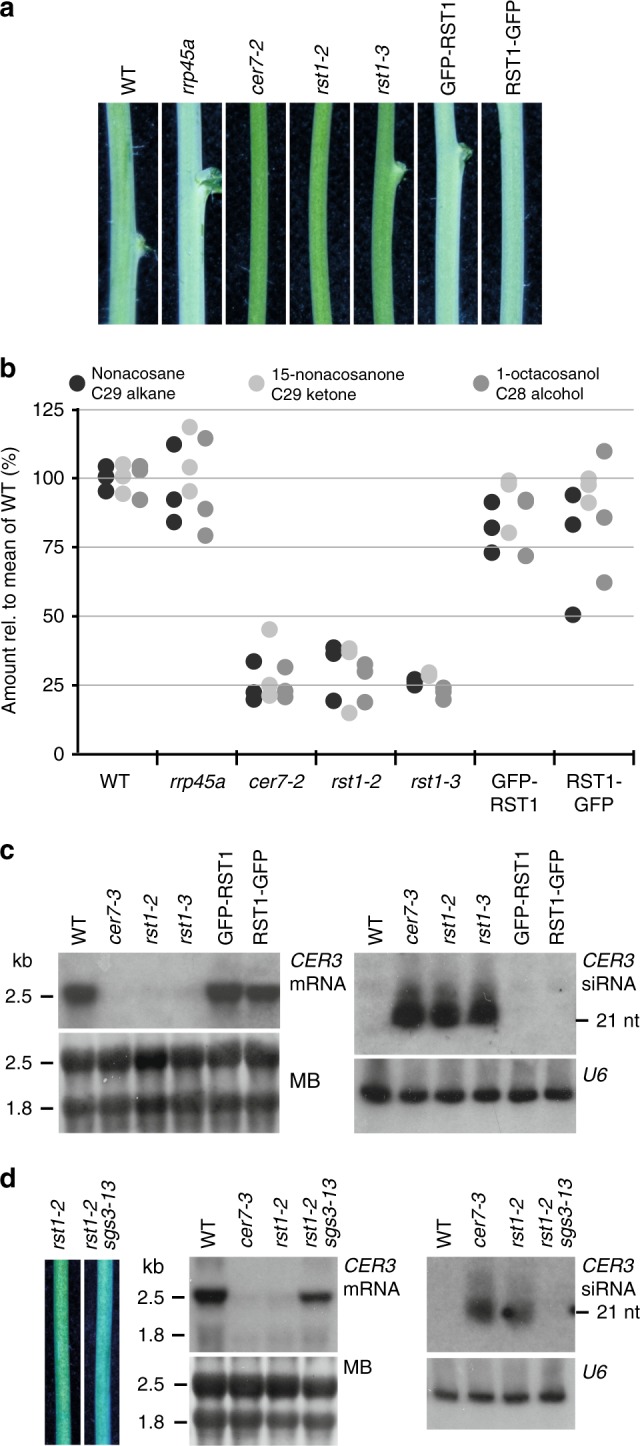
The wax-deficient phenotype of *rst1* mutants is caused by silencing of the *CER3* gene. **a** Inflorescence stems of *Arabidopsis* plants of the indicated genotypes. GFP-RST1 and RST1-GFP are *rst1-3* plants expressing RST1 fused to GFP. The whitish appearance of wild-type stems is due to a layer of the epicuticular wax deposited on the stem surface, while wax-deficient stems appear green and glossy. To better visualise the difference between normal and glossy stems, the white balance of the photograph was set to cold light (3800 K), which accounts for the bluish appearance of the picture. **b** Relative amounts of major stem wax compounds extracted from *Arabidopsis* stem sections. **c** Levels of *CER3* mRNA and *CER3*-derived siRNAs in WT, *cer7* and *rst1* mutants. The total RNA extracted from stem samples of the indicated genotypes was separated by denaturing agarose (left) or polyacrylamide (right) electrophoresis, transferred to membranes and hybridised with a probe specific to *CER3*. The methylene blue (MB) stained membrane and hybridisation with a probe specific to U6 snRNA are shown as loading controls, respectively. **d** Mutating *SGS3* restores the wax phenotype of *rst1* mutants. Stem sections from *rst1-2* and *rst1-2 sgs3-13* plants are shown on the left. RNA blots show full-length *CER3* mRNA (mid), and *CER3*-derived siRNAs (right) in RNA samples extracted from stems of the indicated genotypes. The source data are available at [10.6084/m9.figshare.c.4483406]

### RST1 is a suppressor of transgene silencing

Two independent genetic screens identified *rst1* point mutations as suppressors of silencing. The first screen aimed to identify mutations suppressing the phenotype of *MIM156* plants. *MIM156* plants express an artificial non-coding RNA with an uncleavable miRNA 156 recognition site^61^. Ectopic expression of this miRNA target mimicry (MIM) construct reduces both levels and activity of endogenous miR156 and leads to a characteristic phenotype with spoon-shaped cotyledons, prematurely serrated rosette leaves and a reduced leaf initiation rate during vegetative growth (Fig. 2a). *MIM156 rst1-4* plants were recovered from an EMS-treated population of *MIM156* plants that had been visually screened for restoration of normal growth and development. *MIM156 rst1-4* plants display the spoon-shaped cotyledons of the parental line, but wild-type-like leaf initiation rates and rosette leaf serration. We mapped the suppressor mutation by whole-genome sequencing to the *RST1* gene and specifically the G3118A mutation causing a G706D amino acid change (Fig. 2b). Expressing a genomic *RST1* construct in *MIM156 rst1-4* plants restored the MIM156 phenotype confirming that the *rst1-4* mutation was responsible for the suppressor effect (Fig. 2a). We then tested the accumulation of the *CER3* mRNA and *CER3*-derived siRNAs in this novel *rst1* allele. As compared with the T-DNA insertion alleles *rst1-2* and *rst1-3*, *rst1-4* mutants had residual levels of the full-length *CER3* mRNA and lower levels of *CER3*-derived siRNAs, indicating that *rst1-4* is a weak allele (Fig. 2c). Next, we analysed the accumulation of both the full-length *MIM156* non-coding RNA and *MIM156*-derived siRNAs by RNA blots. This experiment revealed low levels of *MIM156*-derived siRNAs in the parental *MIM156* line indicating that the *MIM156* transcript is spontaneously targeted by PTGS, as often observed with highly expressed transgenes. Compared with the parental line, *MIM156 rst1-4* plants had reduced levels of the full-length *MIM156* transcript, but accumulated increased levels of *MIM156*-derived siRNAs (Fig. 2d). The increased accumulation of these siRNAs in the *MIM156 rst1-4* suggests that RST1 restricts the production of *MIM156*-derived siRNAs, which prevents complete destruction of the full-length transcript by PTGS.

**Fig. 2:**
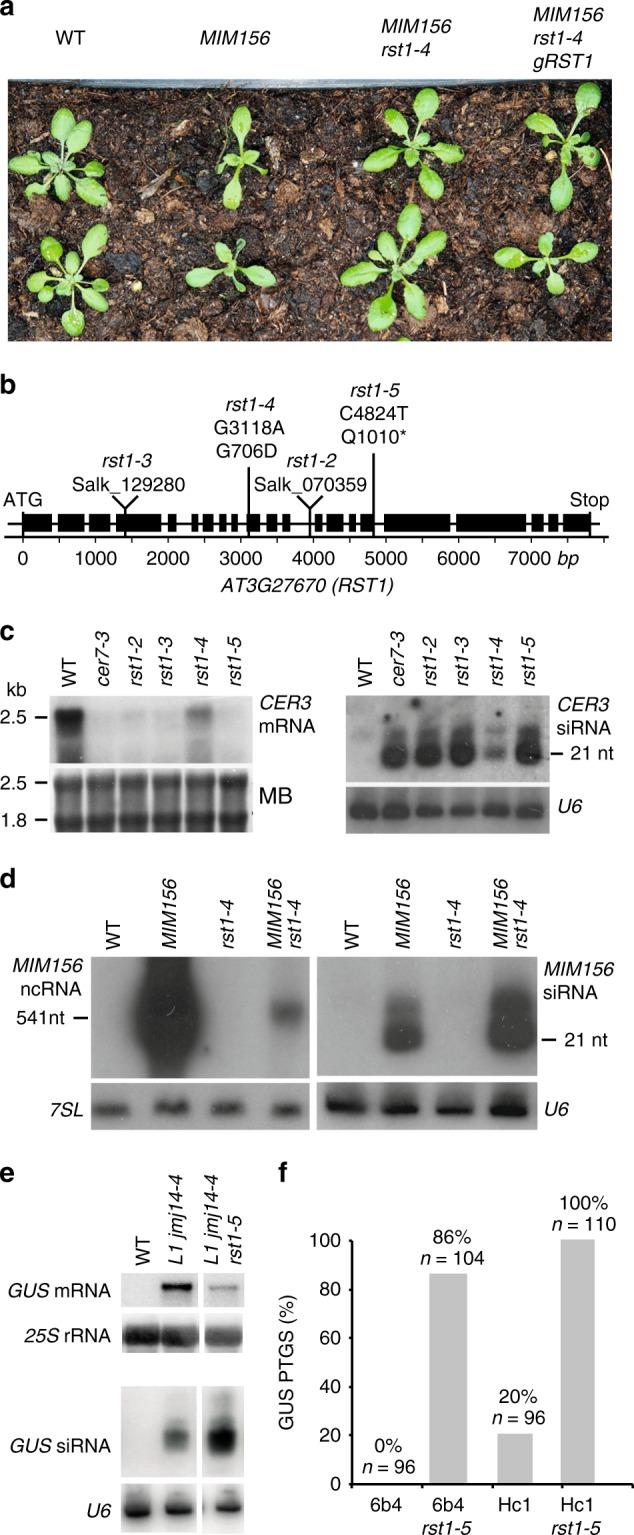
RST1 suppresses silencing of transgenes. **a** The *rst1-4* mutation suppresses the developmental phenotype induced by a *MIM156* transgene. **b** Diagram of the *AT3G27670* gene encoding the RST1 protein. Boxes represent exons, lines represent introns. Triangles indicate the position of the T-DNA insertions in *rst1-2* and *rst1-3* lines. Vertical lines indicate the point mutations in *rst1-4* and *rst1-5*. **c** *rst1-4* is a weak allele. Accumulation of the *CER3* mRNA (left) and *CER3*-derived siRNAs (right) in wild-type (WT), *cer7-3* and the four *rst1* alleles used in this study shown by RNA blots hybridised with a probe specific to CER3. The methylene blue stain of the membrane (MB) and hybridisation to U6 snRNA are shown as loading controls. **d** RNA blots showing the accumulation of the full-length MIM156 ncRNA and MIM156-derived siRNAs visualised by hybridisation with a probe specific to the IPS1 backbone of the MIM156 transgene. 7SL RNA and U6 snRNA are shown as loading controls. **e** RNA blots showing that the *rst1-5* mutation results in reduced levels of the *GUS* mRNA and increased levels of *GUS*-derived siRNAs in the L1 *jmj14-4* background. 25S rRNA and U6 snRNA are shown as loading controls. **f** The *rst1-5* mutation increases S-PTGS frequency in both 6b4 and Hc1 reporter lines. The barplot shows the proportion of plants with silenced *GUS* expression in the indicated genotypes. The source data are available at [10.6084/m9.figshare.c.4483406]

The second screen directly aimed at identifying factors affecting the post-transcriptional silencing of the *35Sprom:GUS* transgene in the reporter line *L1 jmj14-4*^62^. This screen identified *rst1-5*, a C4824T mutation in *RST1* resulting in a truncation of the RST1 protein (Q1010*) (Fig. 2b). Compared with the *L1 jmj14-4* parental line, *L1 jmj14-4 rst1-5* plants had decreased levels of *GUS* mRNA and increased levels of *GUS*-derived siRNA (Fig. 2e). This result resembled the effects of *rst1-4* on the accumulation of *MIM156* transcript and *MIM156-*derived siRNAs (Fig. 2d). Backcrossing *L1 jmj14-4 rst1-5* to wild-type yielded *rst1-5* plants, which showed a pronounced accumulation of *CER3*-derived siRNA similar to *rst1-2* and *rst1-3* (Fig. 2c). To further demonstrate that *rst1-5* enhances PTGS, we introduced the *rst1-5* mutation into the well-established reporter lines *6b4* and *Hc1*^57^ (Fig. 2f). These lines harbour the same *35S:GUS* transgene as the *L1 jmj14-4* line, but inserted at different locations in the *Arabidopsis* genome. In a wild-type background, line *6b4* does not trigger sense transgene PTGS (S-PTGS), while line *Hc1* triggers S-PTGS in 20% of the population (Fig. 2f). In genetic backgrounds having impaired RNA degradation, both Hc1 and 6b4 lines trigger S-PTGS at increased frequencies, which provides a quantitative readout^25,55–57,59,63^. 86% of the 6b4 *rst1-5* plants and 100% of the Hc1 *rst1-5* plants triggered silencing of the *35S:GUS* reporter (Fig. 2f). This result confirmed that RST1 functions as a suppressor of S-PTGS comparable with other proteins involved in RNA degradation^25,55–57,59,63^. Of note, the role of RST1 as S-PTGS suppressor is also supported by an independent study published during the reviewing process of our paper^64^.

### RST1 co-purifies with the exosome, SKI7 and RIPR

To examine the intracellular distribution of RST1, we used a *rst1-3* mutant line expressing RST1 proteins fused to GFP at its N- or C-terminus. Both fusion proteins were functional as they rescued the wax deficiency of *rst1-3* (Fig. 1), and showed a diffuse cytoplasmic distribution in root cells of stable *Arabidopsis* transformants similar to the cytoplasmic marker protein PAB2 (Fig. 3). Therefore, we conclude that RST1 is a cytoplasmic protein. The diffuse cytoplasmic localisation of RTS1 is in agreement with a recent independent study^65^. In our previous experiments, RST1 co-purified with Exo9 using the core exosome subunit RRP41 as bait^25^. To verify the association of RST1 with Exo9, we used GFP-RST1 or RST1-GFP as baits for immunoprecipitation (IP) experiments followed by LC-MS/MS analyses (15 IPs). Indeed, amongst the proteins that were enriched in RST1 IPs were the nine canonical subunits of Exo9: CSL4, MTR3, RRP4, RRP40A, RRP41, RRP42, RRP43, RRP45B/CER7 and RRP46 (Fig. 4a; Supplementary Data 1). By contrast, we did not detect HEN2 or MTR4, the two main cofactors of nucleoplasmic or nucleolar exosomes, respectively. Noteworthy, RST1 co-purified with the cytoplasmic protein encoded by *AT5G10630*, the mRNA of which is alternatively spliced to produce either HBS1 or SKI7 proteins. As compared with the *HBS1* mRNA, the *SKI7* mRNA contains an additional exon encoding the putative exosome interaction domain of the *Arabidopsis* SKI7 protein^37,39^. Inspection of the peptides detected in the RST1 IP revealed the presence of peptides specific to the SKI7 splice isoform (Supplementary Fig. 1). This and the fact that SKI7 proteins are bound to yeast and human exosome complexes indicate that the *AT5G10630* gene product which co-purified with RST1 is indeed SKI7 rather than HBS1. The three core proteins of the cytoplasmic Ski complex SKI2, SKI3 and SKI8 were not significantly enriched (Fig. 4a). Together, these IP results support the exclusively cytoplasmic localisation of RST1 and confirm its interaction with the Exo9 core complex. Furthermore, a protein of unknown function encoded by *AT5G44150* and that we termed RIPR for RST1 INTERACTING PROTEIN was the most enriched protein in all RST1 IPs (Fig. 4a).

**Fig. 3:**
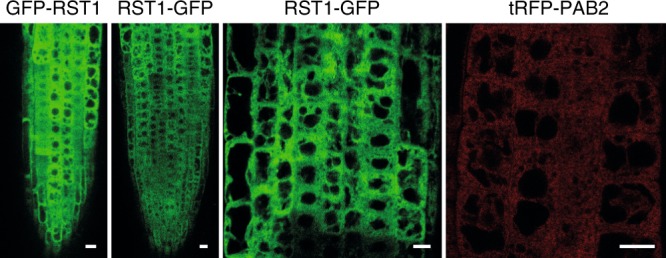
RST1 is a cytosolic protein. Confocal microscopy of root tips from *Arabidopsis rst1-3* plants expressing GFP-RST1 and RST1-GFP fusion proteins under the control of the constitutive *UBIQUITIN 10* promoter. Poly(A)-binding protein 2 at its N-terminus fused to tRFP (tRFP-PAB2) and expressed under the control of its own promoter is shown as cytosolic marker. Scale bars are 10 µm. The source data are available at [10.6084/m9.figshare.c.4483406]

**Fig. 4:**
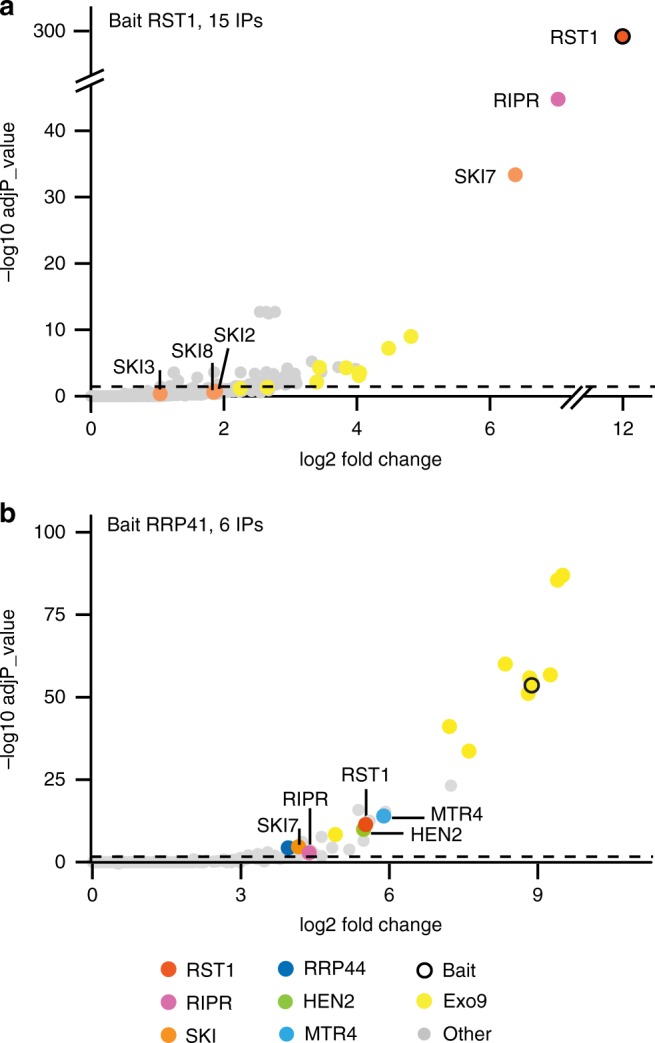
RST1 co-purifies with the exosome, SKI7 and RIPR. Volcano plots show the enrichment of proteins co-purified with GFP-tagged RST1 (**a**) or RRP41 (**b**) as compared with control IPs. *Y*- and *X*-axis display adjusted *p*-values and fold changes, respectively. The dashed line indicates the threshold above which proteins are significantly enriched (adjP < 0.05). The source data are available in Supplementary Data 1 and 2

Because our previous purifications of *Arabidopsis* exosome complexes with tagged RRP41 as bait were analysed using an older and less sensitive mass spectrometer^25^, we repeated the experiment using the same experimental settings as we used for the RST1 IPs (6 IPs, Fig. 4b; Supplementary Data 2). This new experiment confirmed the previously reported co-purification of the conserved exoribonuclease RRP44 and the two nuclear RNA helicases MTR4 and HEN2 with Exo9 and reproduced the co-purification of RST1. In addition, the new experiment revealed a significant enrichment of both RIPR and SKI7 in the RRP41 IPs.

Peptides specific to the alternative subunit RRP45A were present in the RRP41 IPs, but absent when RST1 was used as bait, suggesting that RST1 may preferentially interact with CER7 (aka RRP45B)-containing exosome complexes. To test this hypothesis, we stably expressed GFP-tagged RRP45A and RRP45B/CER7 in *Arabidopsis*. Indeed, both RST1 and SKI7 were significantly enriched with CER7 as bait (Fig. 5; Supplementary Data 3). RRP45A co-purified with the nucleoplasmic RNA helicase HEN2, which confirmed the association of HEN2 with Exo9-RRP45A previously observed in the reciprocal IP^27^. The high number of experiments (15 IPs) was also sufficient to detect the exoribonuclease RRP44, which is consistently poorly enriched in IPs of the *Arabidopsis* Exo9^10,25^ (also seen in Fig. 4). We cannot formally rule out that the failure to detect RST1 and SKI7 with RRP45A-GFP is due to technical reasons. However, our data suggest that RST1 and SKI7 are principally associated with RRP45B/CER7. The difference in the interactome of CER7 and RRP45A cannot be explained by different intracellular localisation of the baits, because both CER7-GFP and RRP45A-GFP were present in the nuclear and cytoplasmic compartments (Supplementary Fig. 2).

**Fig. 5:**
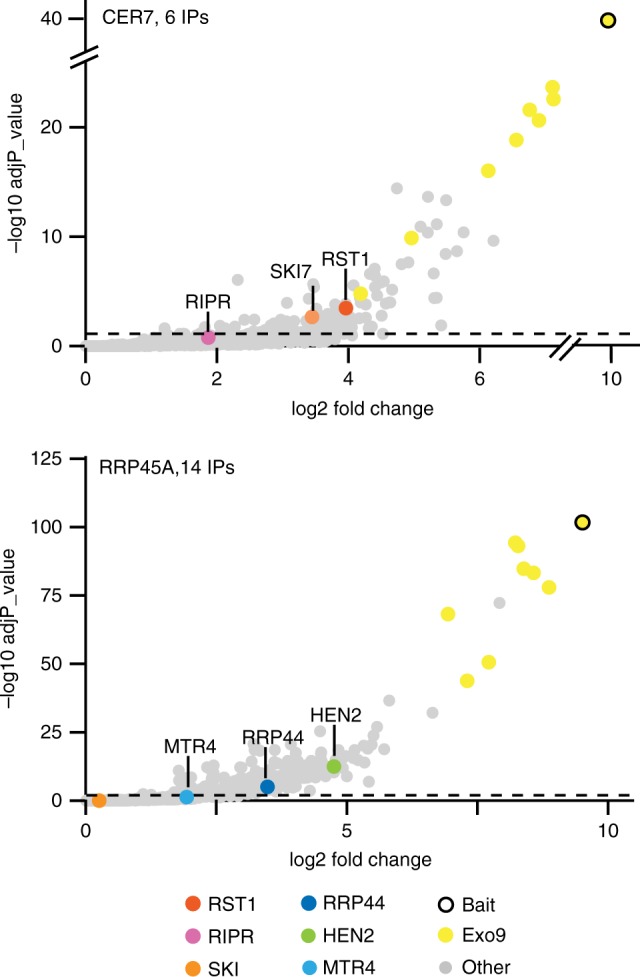
RST1 and RIPR are bound to CER7-containing exosomes. Volcano plots show the enrichment of proteins co-purified with GFP-tagged RRP45B/CER7 (**a**) or RRP45A (**b**) as compared with control IPs. *Y*- and *X*-axis display adjusted *p*-value and fold change, respectively. The dashed line indicates the threshold above which proteins are significantly enriched (adjP< 0.05). The source data are available in Supplementary Data 3

In order to confirm the physical association of RIPR with RST1, we used RIPR with GFP-tags at either the N-terminal or the C-terminal ends as bait in co-purification experiments (4 IPs, Fig. 6; Supplementary Data 4). RST1 was the most enriched protein in RIPR IPs. The nine subunits of the exosome were also detected, but were less enriched than in the IPs with RST1 as bait (compare Figs. 4, 6). By contrast, SKI7 as well as the three components of the Ski complex SKI2, SKI3 and SKI8 were amongst the most significantly enriched proteins co-purifying with RIPR (Fig. 6).

**Fig. 6:**
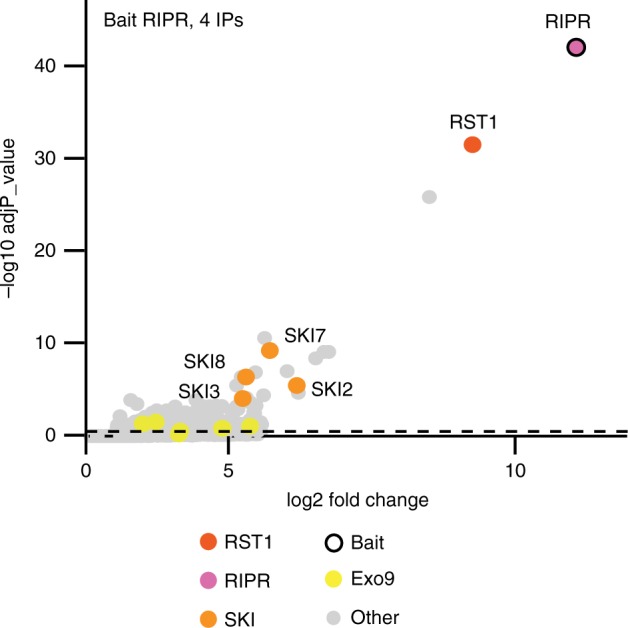
RIPR co-immunoprecipitates RST1, SKI7 and the Ski complex. The Volcano plot shows the enrichment of proteins co-purified with GFP-tagged RIPR as compared with control IPs. *Y*- and *X*-axis display adjusted *p*-value and fold change, respectively. The dashed line indicates the threshold above which proteins are significantly enriched. The source data are available in Supplementary Data 4

Altogether, the multiple reciprocal IPs confirm the interaction of RST1 with CER7-containing exosome core complexes and identify SKI7 and RIPR as additional binding partners of both RST1 and Exo9. Furthermore, our data indicate that RST1 binds Exo9 and SKI7, while RIPR binds to RST1-SKI7 and the Ski complex.

### Loss of RIPR function phenocopies *rst1* mutants

RIPR is conserved amongst flowering plants but has no clear sequence homologues in mosses, green algae or outside of the green lineage. RIPR is a 356 amino acid protein that lacks obvious functional domains and motifs or sequence homologies to known proteins. Confocal microscopy of *Arabidopsis* roots stably expressing RIPR-GFP fusion proteins revealed a diffuse cytoplasmic distribution (Fig. 7a) similar to the intracellular distribution of RST1 (Fig. 3). Because T-DNA insertion mutants in the *AT5G44150* locus were not available in *Arabidopsis* stock centres, we obtained two independent mutants using a CRISPR-Cas9 strategy. The mutants, named *ripr(insT)* and *ripr(insC)*, had single T or C nucleotides inserted at position 179, creating premature stop codons 60 and 65 amino acids after the start codon, respectively (Fig. 7b, c; Supplementary Fig. 3). Interestingly, *ripr(insT)* and *ripr(insC)* mutant plants have glossy green stems resembling the stems of *rst1* and *cer7* plants (Fig. 7d). Moreover, about 70% of the seeds produced by *ripr(insT)* and *ripr(insC)* plants were shrunken, similar to the proportion of unviable seeds produced by *rst1-2*, *rst1-3* or *cer7-3* plants (Fig. 7e; Supplementary Fig. 4)^47^. RNA blots confirmed that the wax-deficient phenotype of *ripr(insT)* and *ripr(insC)* is due to the accumulation of *CER3*-derived small RNAs and silencing of the *CER3* mRNA (Fig. 7f). Those results demonstrate that RIPR can, like RST1, suppress the production of small RNAs from the *CER3* locus. Finally, 56/56 Hc1 *ripr(insT)* plants triggered silencing of the GUS PTGS reporter (Fig. 7g), demonstrating that RIPR also supresses transgene silencing. Taken together, loss of RIPR induced very similar physiological and molecular phenotypes as loss of RST1 or the exosome subunit CER7.

**Fig. 7:**
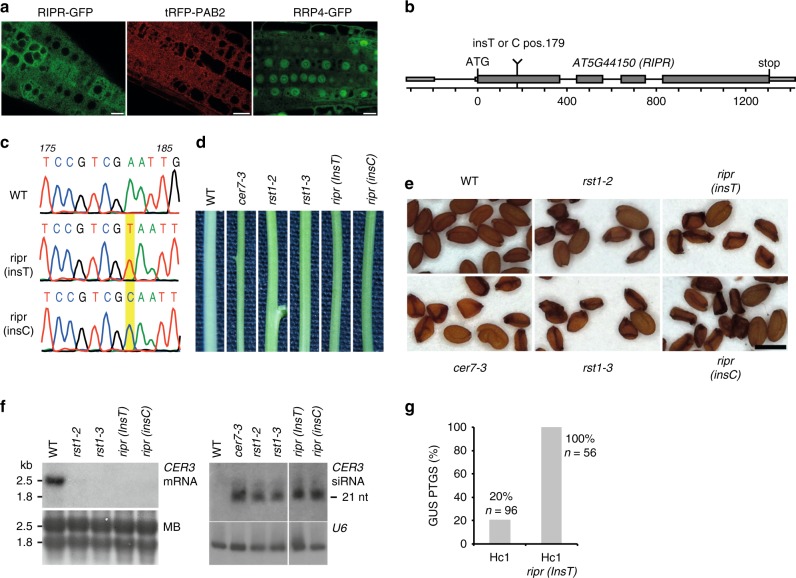
Loss of RIPR function phenocopies *rst1* mutants. **a** Confocal microscopy of plants expressing RIPR-GFP, the cytosolic marker tRFP-PAB2 and a GFP-tagged version of the exosome subunit RRP4. Scale bars are 20 µm. The source data are available at [10.6084/m9.figshare.c.4483406]. **b** Scheme of the *AT5G44150* gene encoding the RIPR protein. Small and large boxes represent exons in the UTRs and CDS, respectively, lines represent introns. The single insertion of a T or C nucleotide at position 179 (from the ATG) results in a frameshift, which creates a premature stop codon. **c** Electropherograms of the genomic DNA sequence surrounding the relevant position of the *AT5G44150* locus in wild-type, *ripr(insT)* and *ripr(insC)* plants. **d** Stem sections from wild-type (WT), *cer7*, *rst1* and *ripr* plants. **e** *cer7-3*, *rst1* and *ripr* mutants produce similar proportions of non-viable seeds. Scale bar is 0.5 mm. Please also see the uncropped pictures provided in Supplementary Fig. 4. **f** Northern blots showing the downregulation of the *CER3* mRNA (left) and the upregulation of *CER3*-derived siRNAs (right) in *ripr* mutants. Loading controls show the methylene blue stained membrane (MB, left) and the hybridisation with a probe specific to *U6* snRNA (right). The uncropped blots can be seen in Supplementary Fig. 5, and are also available at [10.6084/m9.figshare.c.4483406]. **g** RIPR is a silencing suppressor. The barplot shows the percentage of plants that spontaneously trigger silencing of the Hc1 35S prom:GUS S-PTGS reporter

### mRNA-derived small RNAs accumulate in *cer7*, *ripr* and *rst1*

The association of RST1 and RIPR with the exosome complex and the fact that loss of RST1 or RIPR phenocopies the *cer7* mutation suggested that both RST1 and RIPR are involved in the exosome-mediated degradation of the *CER3* mRNA before it can become a template for the production of *CER3*-derived small RNAs. 

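Small RNAs were sequenced from flower buds in 20 libraries: 3 of wild-type Col-0, 3 of *cer7-3*, 2 of *cer7-4*, and 3 each of *rst1-2*, *rst1-3*, *ripr(insT)* and *ripr(insC)*. *cer7-3* and *cer7-4* are insertion alleles of the gene for the exosome core subunit RRP45B/CER7, and the *ripr* alleles each carry 1 inserted base. The library labels name the *cer7* alleles by the collections of their insertion lines, and *cer7-3* is matched through the line that the paper gives for it. The paper describes plants that were 6 weeks old and kept in 16 h of light, 5 to 10 plants per RNA sample, and replicates raised on separate dates in separate chambers. The labels give 4 plants per sample, and 3 weeks with 12 h of light followed by 3 weeks with 16 h. Libraries were made from 1 µg of total RNA and read for 50 bp. The authors trimmed adapters and bases of low quality with cutadapt v1.18, aligned the reads without mismatches to the TAIR10 genome with ShortStack v3.8.5 in unique mode, and kept reads of 21 and 22 nt. The deposited values are whole-number counts of these reads on 27415 genes, without normalization, of which 1918 had no count in any library. The paper's text does not name the counting tool, the use of the strand or the handling of overlapping genes. Counts of overlapping or antisense genes are therefore uncertain. How the unique mode treated reads that match several paralogs was not checked here, so counts of paralogs are uncertain too.

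The counts summed to between 203245 and 230727 per library in the wild type (median 227446), between 305475 and 522464 in *cer7* (median 442257), between 192747 and 296842 in *rst1* (median 264612.5) and between 193616 and 371040 in *ripr* (median 318194). These are totals of 1 length class on genes, not of all reads of a library. The libraries carry no molecular identifiers, so copies made by PCR cannot be told from separate molecules. The SDs and standard errors given here rest on the spread between libraries. The genes were tested with edgeR (version 4.0.16), with TMM normalization and 1 fit over all 20 libraries in 4 groups, the alleles of each gene together as in the paper. A filter on low counts (filterByExpr) left 2916 genes. Loci with a log2 fold change above 1 and a Benjamini-Hochberg adjusted p-value below 0.01 were called, which are the thresholds of the paper, and the authors' tool DESeq2 was run as an alternative. Small RNA counts of the mutated genes do not check the labels, because these counts were low throughout. *CER7* (*AT3G60500*) had 0 to 4 counts per wild-type library and 1 to 8 per *cer7* library. *RIPR* (*AT5G44150*) had no count in the wild type and 0 to 1 in the *ripr* libraries. *RST1* (*AT3G27670*) had 0 to 3 counts in the wild type, 1 to 5 in *rst1-2* and 9 to 23 in *rst1-3*.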

To identify other common targets of RST1, RIPR and the exosome complex, we analysed small RNA libraries prepared from wild-type plants and from *cer7*, *rst1* and *ripr mutants* (Fig. 8a). This analysis identified more than 300 mRNAs that gave rise to small RNAs in *cer7* (Supplementary Data 5), including five of the six mRNAs that were previously shown to undergo silencing in absence of the RRP45B/CER7 exosome subunit^51^. 

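In *cer7*, small RNAs from 510 of the 2916 genes were raised compared with the wild type, and those from 67 genes were lower. The alternative that moved the first count most, edgeR's glmTreat test of a fold change above the threshold, called 259 loci. The number lower ranged from 3 with the same test to 262 with library size only, and was 116 with DESeq2 size factors and 14 with scaling factors from genes raised in no mutant, the last chosen after seeing the data. Of the 349 loci of Supplementary Data 5, 324 passed the filter and 322 were among the 510. Adjusted over the list alone, 323 passed, which is not independent evidence because the study chose the list on these libraries.

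*CER3* (*AT5G57800*), annotated as a fatty acid hydroxylase superfamily member, lies on the plus strand of chromosome 5 of TAIR10 from 23420184 to 23424117. Its small RNA counts, normalized by TMM to the counts on the tested genes (CPM), were 119.8 ± 24.8 (SD, n = 3 libraries) in the wild type, 24380 ± 10720 (SD, n = 5) in *cer7*, 12220 ± 2556 (SD, n = 6) in *rst1* and 9022 ± 3599 (SD, n = 6) in *ripr*. The log2 fold change against the wild type was 7.67 in *cer7* (standard error 0.567, adjusted p = 1.61e-08), 6.67 in *rst1* (standard error 0.541, adjusted p = 7.4e-08) and 6.23 in *ripr* (standard error 0.53, adjusted p = 1.28e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the value in *cer7* lay between 7.37 and 7.91. The *cer7* mean was above that of *ripr* by a log2 fold change of 1.43 (adjusted p = 0.00851) and not separable at the threshold from that of *rst1* (log2 fold change 0.9965, adjusted p = 0.0765 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

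Supplementary Data 5 marks 5 loci, *CER3* included, as silenced in an earlier study of *cer7*, and 5 of these 5 were raised in *cer7*. This was largely fixed in advance, because the list holds loci that the study called in *cer7* on these libraries. By the paper's account, the earlier study had a further mRNA that was not found. *AT5G54940*, a SUI1 family translation initiation factor gene on chromosome 5 from 22307982 to 22309453, rose alike in the mutants, with log2 fold changes of 7.47 in *cer7*, 7.60 in *rst1* and 7.72 in *ripr*. *ERD14* (*AT1G76180*), a dehydrin gene on chromosome 1 from 28586663 to 28587931, rose by 6.62 in *cer7*, 2.36 in *rst1* and 3.11 in *ripr*. The value in *rst1* did not pass the threshold (adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did with DESeq2, the tool of the study, with or without a prior on the fold changes, without the filter on low counts, with a mean of at least 10 counts, with only the groups compared in the fit, with the replicate number in the fit and without *rst1-2* replicate 2. The call in *ripr* was lost without wild-type replicate 1 (log2 fold change 2.84) or wild-type replicate 2 (2.97). The auxin transporter gene *AUX1* (*AT2G38120*), on chromosome 2 from 15972876 to 15977180, had a log2 fold change of 2.56 in *cer7* (standard error 0.463, adjusted p = 0.000104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.84 in *rst1* and 0.86 in *ripr*, neither past the threshold. *AT1G09310*, on chromosome 1 from 3008910 to 3009898 and overlapping *AT1G09320*, had a log2 fold change of 1.96 in *cer7*, 0.16 in *rst1* and −0.17 in *ripr*. This call in *cer7* was lost without wild-type replicate 2 (log2 fold change 1.38), and also without wild-type replicate 1, *cer7-3* replicate 2 or either *cer7-4* replicate, with library size only, with only the groups compared in the fit and with the replicate number in the fit. Tested directly, small RNAs of *ERD14*, *AUX1* and *AT1G09310* were higher in *cer7* than in *rst1* by log2 fold changes of 4.27, 1.72 and 1.80, and than in *ripr* by 3.51, 1.70 and 2.13 (largest adjusted p = 0.00898, that of *AT1G09310* against *rst1*, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

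The highest log2 fold changes in *cer7* with every *cer7* library above every wild-type library were those of histone H4 genes, of *XTH9* (*AT4G03210*, 9.01), *AT5G18600* (8.32), *CRF2* (*AT4G23750*, 8.23) and *AT5G57123* (7.98), and of genes at or below 3 counts in each wild-type library. The H4 gene *AT3G45930* was at least 174.7-fold higher in *cer7* than this limit allows for the wild type, although its counts were high in 3 of the 5 *cer7* libraries only and its call was lost with only the groups compared in the fit. *AT1G54400* was at least 9.42-fold higher, and *AT5G17340* at least 32.5-fold higher. With 1 library left out in turn, the log2 fold change lay from 7.80 to 8.94 for *AT5G18600* and from 7.45 to 8.735 for *AT5G57123*. These genes had 1 to 4 and 1 to 5 counts per wild-type library, in this order. The range was narrower for *XTH9* (8.86 to 9.14) and *CRF2* (8.09 to 8.36). *XTH9* alone took 13.9% to 19.7% of the counts of a *cer7* library.

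The 349 loci together held 1.00% ± 0.0424 (SD, n = 3) of the counts in the wild type, 37.3% ± 3.73 (SD, n = 5) in *cer7*, 14.4% ± 2.47 (SD, n = 6) in *rst1* and 15.6% ± 2.01 (SD, n = 6) in *ripr*. Each mutant library had a higher share than each wild-type library. For *cer7* this order was fixed by the choice of the loci, and *rst1* and *ripr* were set against the same wild-type libraries, so no p-value is given. Without *XTH9*, the mean shares were 24.3% in *cer7*, 12.9% in *rst1* and 12.8% in *ripr*.

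**Figure D1:**
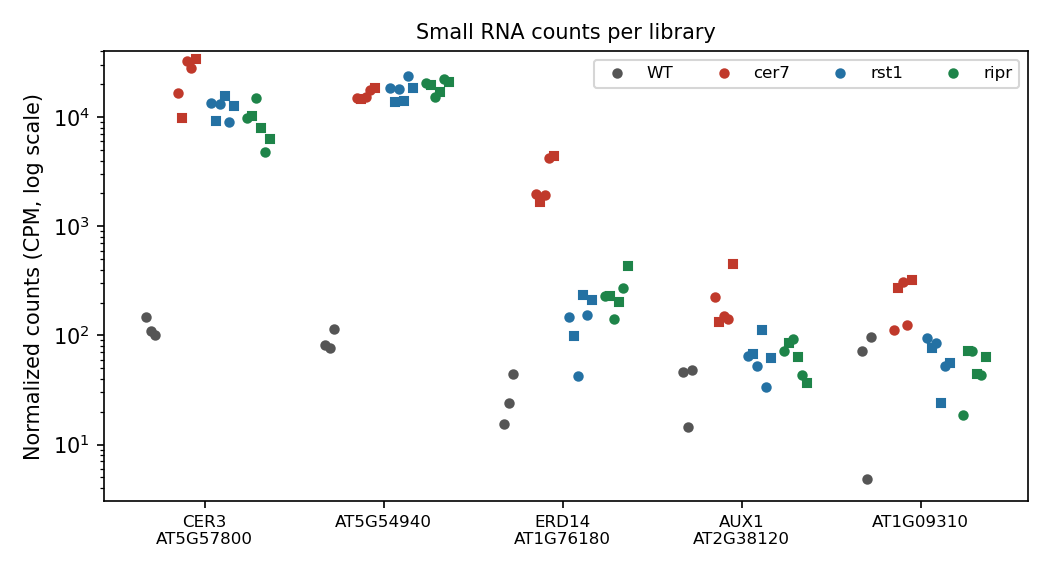
Normalized small RNA counts (CPM, log scale) of the 5 loci marked in Supplementary Data 5, 1 point per library, with wild type in grey, *cer7* in red, *rst1* in blue and *ripr* in green. Circles are wild type, *cer7-3*, *rst1-2* and *ripr(insT)*, and squares are *cer7-4*, *rst1-3* and *ripr(insC)*. All mutant libraries lie above the wild-type libraries at *CER3* and *AT5G54940*, while at *AUX1* and *AT1G09310* the *rst1* and *ripr* points overlap those of the wild type.

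**Figure D2:**
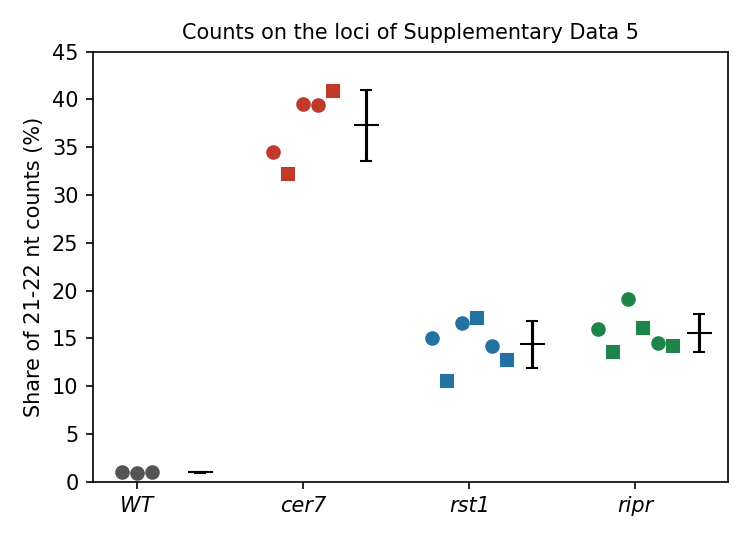
Share of the 21 and 22 nt counts of each library, in percent, that falls on the 349 loci of Supplementary Data 5, by group. Points are libraries with the same 2 marker shapes for the alleles, and the black bars give the mean ± SD of 3 wild-type, 5 *cer7*, 6 *rst1* and 6 *ripr* libraries. The *cer7* libraries reach 32.2% to 40.9% and the wild-type libraries 0.970% to 1.05%.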

Many of the loci that generate small RNAs in *cer7* mutants have previously been shown to produce siRNAs in *ski2* single mutants, *ski2 xrn4* double mutants or in the decapping mutants *dcp2* and *vcs*^57,58,60^, and/or are known or predicted targets of miRNAs (Supplementary Data 5). 

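Of the 322 loci of Supplementary Data 5 that were raised in *cer7*, the supplement marks 19 as sources of siRNAs in *ski2*, 47 in *xrn4 ski2* and 34 in *dcp2* or *vcs*, and 77 as known or predicted miRNA targets. Together, 74 loci carry at least 1 of the mutant annotations, 127 carry a mutant or a miRNA annotation, and 195 carry none of them. The median log2 fold change in *cer7* was 3.79 for the *ski2* loci, 3.97 for the *xrn4 ski2* loci, 3.19 for the decapping loci and 2.78 for the miRNA targets. With the loci at or below 3 counts in each wild-type library at their lower bound (2, 13, 10 and 25 loci), these medians were 3.79, 2.97, 2.48 and 2.25, in this order. Among the loci known from *ski2*, 14 were raised in *rst1* and 15 in *ripr*. Among those known from *xrn4 ski2*, 35 were raised in *rst1* and 36 in *ripr*, and among those known from decapping mutants 16 and 19. The annotations are those of the study, and the loci were chosen by the study on the same libraries.

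Within the 322 loci, the 197 that were raised in both *rst1* and *ripr* were compared with the other 125 in 5 two-sided Fisher's exact tests, 1 for each annotation. The decapping annotation was rarer among the 197 (14 loci, 7.11%) than among the 125 (20 loci, 16%; exact p = 0.0151, adjusted p = 0.0558 by the Benjamini-Hochberg method over the 5 tests). The *ski2* annotation (14 against 5 loci) and the *xrn4 ski2* annotation (32 against 15 loci) gave an exact p-value and an adjusted p-value of 0.334 each. Phased siRNAs are marked at 22 of the 197 and 8 of the 125 loci (exact p = 0.172, adjusted p = 0.287). None of the 5 tests had an adjusted p-value below 0.05.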

Because these siRNAs are produced from protein-coding genes in RNA degradation mutants, they have been termed ct-siRNAs (coding-transcript siRNAs) or rqc-siRNAs (RNA quality control siRNAs)^57,58,60^. 

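In *rst1*, 289 loci were raised and 19 were lower than in the wild type, and in *ripr* 288 were raised and 21 were lower. Of the 510 loci raised in *cer7*, 308 were also raised in *rst1* or *ripr* (60.4%, Clopper-Pearson 95% interval of this share of loci 56% to 64.7%), and 237 were raised in both. A further 33 loci were shared by *cer7* and *rst1* only, 38 by *cer7* and *ripr* only, and 202 were called in *cer7* alone. Outside *cer7*, 14 loci were called in *rst1* alone, 8 in *ripr* alone and 5 in both. The share of *cer7* loci was 49.7% without the filter on low counts, 55.7% with DESeq2 and 70.7% with an adjusted p-value threshold of 0.05. The counts also depended on each of the 3 wild-type libraries. The number of loci raised in *rst1* was 199 without wild-type replicate 1, 175 without replicate 2 and 186 without replicate 3, and in *ripr* it was 204, 186 and 190.

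The mutants were compared with the same wild-type libraries. In 20 simulations with *cer7* changed and *rst1* and *ripr* unchanged, 0% of the *cer7* loci were also called in *rst1* or *ripr*. The shared libraries alone thus gave no overlap of calls there. In 20 simulations with the fold changes of each mutant shuffled over the genes, this share was 25.8% to 33.2%. At most 23 loci were called in all 3 mutants. These shuffled runs called more loci than the data, 396 to 443 in *rst1* and 394 to 457 in *ripr*, so they are not matched to it. Of the 27 loci called in *rst1* or *ripr* and not in *cer7*, the smallest adjusted p-value was that of *AT5G43740*, a CC-NBS-LRR disease resistance gene on chromosome 5 from 17564697 to 17569148 that overlaps *AT5G43745*. Its log2 fold change was 1.31 in *rst1*, 1.23 in *ripr* and 0.67 in *cer7*, where it was below the fold change threshold (adjusted p = 0.00575 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CAB1* (*AT1G29930*), *CDC20.1* (*AT4G33270*), *SAP130b* (*AT3G55220*) and *AT1G62914* followed, with log2 fold changes in *cer7* of 0.59, 1.33, 0.64 and 0.42, in this order. Without wild-type replicate 3, the calls of *CAB1* (log2 fold change 0.93) and *AT1G62914* (1.01) in *rst1* and those of *CDC20.1* (1.60) and *SAP130b* (1.53) in *ripr* were lost. The calls of *CAB1* and *AT1G62914* were also lost without wild-type replicate 2 or *cer7-4* replicate 3, that of *SAP130b* without wild-type replicate 2, and that of *CAB1* with DESeq2, with or without a prior on the fold changes, with DESeq2 size factors and without the filter on low counts. Tested directly, *SAP130b* was lower in *cer7* than in *ripr* (log2 fold change −1.11, adjusted p = 0.00851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the other 4 loci did not pass both thresholds between *cer7* and either mutant.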

About one-third of the loci that generated rqc-siRNA in *cer7* mutants produced significant amounts of rqc-siRNAs in *rst1* and *ripr* mutants as well, while only very few loci were specifically observed in only *ripr* or *rst1* (Fig. 8b). 

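Tested against each other, *rst1* and *ripr* differed at 14 of the 2916 genes, 11 of them higher in *rst1*, while 173 genes had an unadjusted p-value below 0.05. Without the filter on low counts the number was 22. In the same test *cer7* differed from *rst1* at 68 genes and from *ripr* at 84. Of the loci raised in *rst1*, 83.7% were also called in *ripr*, and 84.0% of those raised in *ripr* were called in *rst1*. Over the 537 loci raised in any mutant, the median difference in log2 fold change between *rst1* and *ripr* was 0.0037, and the value was higher in *rst1* at 272 loci. Of the 335 loci raised in *rst1* or *ripr*, 91.9% were also called in *cer7*. In the simulations with shuffled fold changes, these 3 shares were at most 19.9%, 21.4% and 23.4%. The last share depends on the processing. The loci raised in *rst1* or *ripr* and not called in *cer7* numbered 27 here, 8 with glmTreat and 77 with only the groups compared in the fit. The alleles of *ripr* differed at 0 genes, with 69 genes at an unadjusted p-value below 0.05, and the alleles of *rst1* differed at 6.

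The lowest adjusted p-values between *rst1* and *ripr* were those of *AT3G09960*, a calcineurin-like metallophosphoesterase gene on chromosome 3 from 3061945 to 3063594, and of *AT5G21125*, an uncharacterized gene on chromosome 5 from 7185048 to 7185428. *AT3G09960* had 226 ± 48.3 CPM (SD, n = 6) in *rst1* and 1.49 ± 2.45 CPM (SD, n = 6) in *ripr*, with 0 to 2 counts per *ripr* library. *AT5G21125* had 2.23 ± 2.53 CPM (SD, n = 6) in *rst1* and 138 ± 42.5 CPM (SD, n = 6) in *ripr*. At *AT3G09960* the wild type had 1.59 CPM, near the *ripr* value, and *cer7* had 173 CPM. At *AT5G21125* the wild type had 28.85 CPM and *cer7* 137 CPM. Sequence variants that the lines carry beside the mutation could also give such differences, and genotypes of the lines were not analysed. The paper reasons from the similar populations of small RNAs in *rst1* and *ripr* and their overlap with *cer7*. It concludes that degrading at least some of the exosome's targets in the cytoplasm requires RST1 and RIPR.

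**Figure D3:**
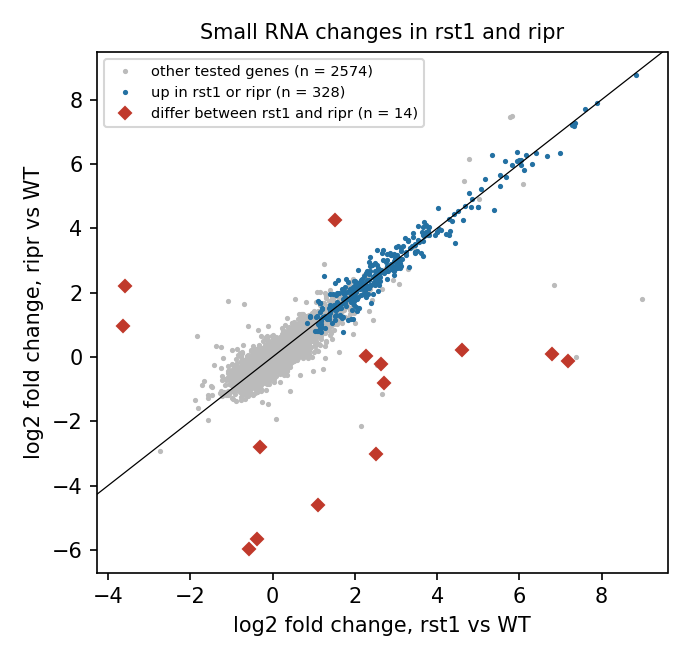
Log2 fold change of small RNA counts against the wild type in *rst1* (x axis) and in *ripr* (y axis), 1 point per tested gene, with the line of equal change. Grey points are 2574 other genes, blue points 328 loci raised in *rst1* or *ripr*, and red diamonds the 14 genes that differed between the mutants. The blue points lie along the line, and the red diamonds away from it on both sides. Both axes use the same wild-type libraries, and positions of genes without counts in a group depend on the fitted model.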

The observation of quasi identical populations of small RNAs in *rst1* and *ripr* and the fact that almost all loci affected by *rst1* or *ripr* are also affected in *cer7* strongly support the conclusion that RST1 and RIPR are required for the degradation of at least a subset of cytoplasmic exosome targets.

**Fig. 8:**
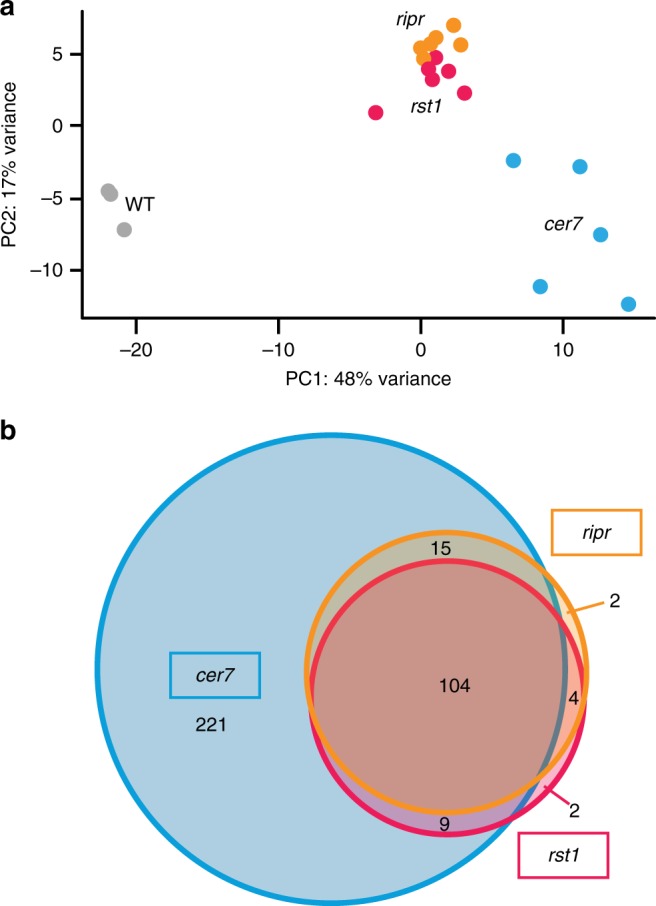
Loss of RST1 or RIPR results in the accumulation of small RNAs that are also produced in *cer7* mutants **a** Multidimensional scaling plot illustrating global variance and similarities between the 21/22 nt small RNA populations detected in the replicates of WT, *cer7*, *rst1* and *ripr*. **b** Venn diagram showing that *rst1* and *ripr* mutants accumulate quasi identical populations of small RNAs almost all of which are also detected in *cer7* mutants. The source data are available in Supplementary Data 5

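A principal component analysis of the 500 tested genes of highest variance, on log2 CPM with a prior count of 2, was computed for the same 20 libraries. Component 1 held 47.4% of the variance and component 2 held 13.2%. On component 1, the wild-type libraries lay at −39 ± 0.673 (SD, n = 3), the *rst1* libraries at 2.94 ± 2.56 (SD, n = 6), the *ripr* libraries at 2.89 ± 1.92 (SD, n = 6) and the *cer7* libraries at 16.4 ± 3.95 (SD, n = 5). The ranges of *rst1* (−1.39 to 6.47) and *ripr* (0.825 to 5.49) overlapped, while those of the wild type (−39.5 to −38.2) and *cer7* (11.6 to 20.5) overlapped with no other group on this component. On component 2, the wild type lay at −6.82 ± 2.89 (SD, n = 3), *cer7* at −12.4 ± 6.15 (SD, n = 5), *rst1* at 5.07 ± 2.13 (SD, n = 6) and *ripr* at 8.64 ± 1.44 (SD, n = 6). There the range of the wild type (−10.1 to −4.91) overlapped with that of *cer7* (−20 to −6.01), and that of *rst1* (1.48 to 7.25) with that of *ripr* (7.01 to 11.1). With all tested genes in place of the 500, component 1 held 34.8% of the variance.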

## Discussion

This study identifies RST1 and RIPR as two previously unknown cofactors which support the function of the cytoplasmic RNA exosome in *Arabidopsis*. Three lines of evidence back our conclusion. Firstly, RST1 and RIPR are physically associated with the exosome core complex and the Ski complex, respectively, both of which act together in the degradation of cytoplasmic RNAs. Secondly, both RST1 and RIPR suppress the silencing of transgenic reporters similar to almost all known main RNA degradation factors including proteins involved in decapping, the 5′−3′ exoribonucleases XRN3 and XRN4, and both subunits of Exo9 and Exo9 cofactors involved in 3′−5′ RNA degradation^25,55–57,59^. Thirdly, loss-of-function mutations of either RST1, RIPR or the exosome subunit CER7 lead to the accumulation of illegitimate siRNAs generated from endogenous protein-coding genes many of which have been previously found to produce siRNAs in *ski2*, *xrn4 ski2*, or in mutants of the decapping complex^57,58,60,66^.

The current hypothesis for the production of rqc-siRNAs is that mRNA degradation intermediates, such as decapped, deadenylation or cleaved mRNAs, including the fragments produced by RISC, must be rapidly eliminated to avoid that they serve as substrates for the synthesis of double-stranded RNA by endogenous RNA-dependent RNA polymerases and SGS3^55–58,60,67^. Likely, the largely redundant functions of the cytoplasmic 5′−3′ exoribonuclease XRN4, the 3′−5′ exoribonuclease DIS3L2/SOV and the cytoplasmic exosome together with the Ski complex ensure the rapid elimination of mRNAs after their degradation has been initiated by decapping, deadenylation or RISC-mediated cleavage, thus preventing the production of rqc-siRNAs. Vice versa, accumulation of rqc-siRNAs indicates impaired RNA degradation. The fact that similar rqc-siRNA profiles are observed in *cer7*, *rst1* and *ripr* mutants indicates that CER7, RST1 and RIPR contribute to the degradation of an overlapping set of mRNA targets.

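The log2 fold changes against the wild type were compared between the mutants over the 2916 tested genes. The correlation across genes, which are not independent replicates, was r = 0.893 (Spearman's rho = 0.879) between *cer7* and *rst1*, r = 0.877 (rho = 0.846) between *cer7* and *ripr*, and r = 0.904 (rho = 0.88) between *rst1* and *ripr*. Because the comparisons share the wild-type libraries, groups without any change also correlate. In 20 simulations of unchanged groups the highest r was 0.718, 0.713 and 0.724 for these 3 pairs, in this order. The fold changes had the same sign at 87.5%, 84.0% and 87.0% of the genes, against at most 75.6%, 76.2% and 75.9% in the simulations. Within the 324 tested loci of Supplementary Data 5, chosen by the study on these libraries, r was 0.7216, 0.7178 and 0.881. Over the same loci r was at most 0.4203, 0.4234 and 0.799 in 20 simulations with *cer7* changed and *rst1* and *ripr* unchanged, and at most 0.763, 0.812 and 0.810 in those of unchanged groups, which leave out the rise in *cer7* that the loci were chosen for. Over the loci raised in any mutant, the *cer7* value exceeded that of *rst1* at 445 loci, with a median difference in log2 fold change of 0.48, and that of *ripr* at 450 loci, with a median difference of 0.49. This order is largely fixed by the choice of loci, most of which were called in *cer7*. Over the loci raised in *rst1*, a choice that favours high *rst1* values, the *cer7* value was higher at 203 loci (median difference 0.29), and over those raised in *ripr* it was higher at 210 (median difference 0.30). Over all tested genes, the median log2 fold change of *cer7* was 0.00915 against *rst1* and 0.0345 against *ripr*. These differences are given for TMM only and depend on the scaling. Against the wild type, the median of all genes in *cer7*, *rst1* and *ripr* was 0.0677, 0.086 and 0.0691 with TMM. It was −0.231, 0.101 and 0.076 with library size only, and 0.28, 0.221 and 0.212 with factors from genes raised in no mutant.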

Due to a natural variation, the Col-0 accession that is used as wild-type here and in most other studies investigating RNA degradation in plants lacks a fully functional DIS3L2/SOV 3′−5′ exoribonuclease and can therefore be regarded as a *sov* mutant^66,68^. Compared with plants expressing a functional SOV homologue, Col-0 does not accumulate rqc-siRNAs (except siRNAs derived from the *AT2G01008* mRNA)^66^, perhaps because most of its RNA substrates can also be degraded by the cytoplasmic exosome. Therefore, we cannot exclude that the accumulation of rqc-siRNAs in *cer7*, *rst1* and *ripr* is only observed because these mutants simultaneously lack SOV. However, the fact that the wax-deficient phenotype caused by the production of *CER3*-derived siRNAs is also observed in Landsberg and C24 accessions, both of which possess a functional SOV protein, implies that SOV and the cytoplasmic RNA exosome are not fully redundant.

It is important to note that both the loci concerned and the levels of siRNAs from a given loci vary among plants of the same genotype and grown under identical conditions. Not each of the loci that give rise to rqc-siRNA undergoes silencing, i.e., full suppression of its expression^66^. Yet, PTGS is obviously consistently triggered for certain *Arabidopsis* mRNAs. For instance, compromising 3′−5′ degradation by the exosome (and in the absence of SOV in the Col-0 accession) leads to silencing of the *CER3* and few other mRNAs, while distinct loci appear to be more sensitive to impaired decapping or 5′−3′ decay^57,58,60^. Interestingly, many of the mRNAs that reproducibly generate small RNAs in RNA degradation mutants, including the *CER3* mRNA, have actually no sequence homology to miRNAs (Supplementary Data 5). It is therefore tempting to speculate that mRNAs prone to PTGS possess common intrinsic features that trigger the recruitment of SGS3 and RDR6. 

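Supplementary Data 5 carries no miRNA annotation for 245 of the 322 loci that were raised in *cer7* in the deposited counts, *CER3* among them. Of the 197 loci raised in *cer7*, *rst1* and *ripr*, 141 (71.6%) have none. Other loci without a miRNA annotation include *AUX1* and *ERD14*. In the TAIR10.1 annotation, none of these 3 genes overlaps a miRNA gene. This bears on reads of miRNA genes in their counts, and not on whether a miRNA targets the mRNA.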

One of the currently discussed propositions is that highly expressed mRNAs are more likely to generate aberrant RNAs than moderately or low expressed ones^60^. In addition, certain mRNAs prone to RNA silencing may be cleaved by off-targeted RISC, or are perhaps substrates of other endonucleases. Alternatively, secondary structures or strong association to proteins may impede degradation by at least one of the otherwise largely redundant 5′−3′ and 3′−5′ degradation pathways and could explain why some mRNAs are more likely to become substrate for RNA-dependent RNA polymerases than mRNAs which are efficiently degraded from both directions. Yet, about 30% of the rqc-siRNAs generating loci in *rst1* and *ripr* are known or predicted miRNA targets (Supplementary Data 5). Hence, at least for those, the initial substrate for RDR6-dependent siRNA production could be a RISC-cleaved mRNA fragment. 

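Of the 197 loci of Supplementary Data 5 that were raised in both *rst1* and *ripr*, as well as in *cer7*, 56 are marked as known or predicted miRNA targets (28.4%, Clopper-Pearson 95% interval 22.2% to 35.3%). The share was 27.9% for loci raised in *rst1* or *ripr*, and 29.4% for loci called with DESeq2. Among the other 125 loci raised in *cer7*, 21 are marked (16.8%; two-sided Fisher's exact test, p = 0.0223, adjusted p = 0.0558 by the Benjamini-Hochberg method over 5 annotations). The miRNA targets had a median log2 fold change of 2.60 in *rst1* and 2.71 in *ripr*, or 1.93 and 1.86 with the loci at or below 3 wild-type counts at their lower bound. The supplement marks 36 of the 113 loci that it lists as shared with *rst1* and *ripr* as miRNA targets, and this share of 31.9% is the paper's.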

Since miRNAs and AGO1, the main effectors of RISC, are associated with polysomes^69,70^, 5′ cleavage products that could be generated by RISC on polysomes resemble truncated mRNAs without a stop codon and without a polyA tail. Therefore, we can presume that RST1 and RIPR, together with the Ski complex and the RNA exosome, participate in the elimination of no-stop RNA. The notion that 5′ RISC-cleaved fragments that fail to be degraded by RST1–RIPR–SKI and the exosome become a substrate for the production of small RNAs fits well with the observation that the full-length cleavage fragments of only 10–20% of the *Arabidopsis* miRNA targets can be detected in the non-stop decay mutant *pelota*^67^. Of note, this study and ours used the Col-0 accession, which does not express a functional SOV/DIS3L2^68^. Therefore, the respective contribution of the exosome and the SOV/DIS3L2 pathways to prevent the production of siRNAs from 5′ fragments of RISC-cleaved mRNAs remains to be specifically addressed.

Our data also have important implications on the physical organisation of the cytoplasmic RNA exosome and the Ski complex. In *Arabidopsis* and closely related species, two genes encode the exosome core subunit RRP45. *Arabidopsis* RRP45A and RRP45B/CER7 share 88% identity over their first 300 amino acids. Both subunits are located in cytosolic and nuclear compartments, and are at least in stable transformants, similarly enriched in nucleoli. Interestingly, both RST1 and RIPR only associated with RRP45B/CER7-containing exosomes, while no peptide of RST1 was detected in any of the 14 experiments that we performed using RRP45A as bait. Instead, RRP45A-containing exosomes preferentially co-purified with the nuclear RNA helicase HEN2, in line with previous results obtained using HEN2 as bait^25^. Our results indicate that RST1 preferentially associates with the CER7-containing version of the *Arabidopsis* exosome. Compared with RRP45A, CER7 possesses an extra C-terminal domain of 135 amino acids, which may be important for the recruitment of RST1. However, a previous study suggested that these extra amino acids are dispensable for the function of CER7 in the degradation of the *CER3* mRNA^49^. Moreover, the ectopic expression of RRP45 in *cer7* mutants rescued their wax-deficient phenotype^49^. A possible explanation is that the *cer7-3* allele might be a knockdown rather than a knockout mutant and still express residual amounts of CER7, which may be sufficient to promote the degradation of *CER3* mRNAs when elevated levels of RRP45-containing exosomes take over other functions such as nuclear RNA surveillance. We can also speculate that overexpression of RRP45A allows a weak interaction with RST1 that is below the detection level in our IPs with RRP45A as bait. An alternative scenario could be that the physical interaction between RST1 and Exo9 is not essentially required for the function of both proteins in the turnover of the *CER3* mRNA.

The observation that RST1 is amongst the most enriched proteins captured with either RRP41 or CER7 as bait suggests that RST1 is associated with the exosome core complex. The strong enrichment of both RIPR and SKI7 with RST1 as bait and the observation that the Ski complex purifies mainly with RIPR suggests that RST1 and RIPR link the exosome to the Ski complex in plants. Future experiments will address the possibility that RIPR may be required to link the Ski complex with the core exosome while RST1 could stabilise the binding of Exo9 and SKI7. Other interesting possibilities are that RST1 and/or RIPR affect the recognition of target RNAs or the recruitment of the exosome to ribosomes. Yet, we find only a few ribosomal proteins enriched in individual IPs (Supplementary Data 1–4, or explore the interactive volcano blots available on figshare [10.6084/m9.figshare.c.4483406]. Hence, we do not detect the association of the exosome to the ribosome that was observed in yeast^34,35,45^. Whether this has a technical basis or truly reflects a poor association of Exo9–RST1–RIPR–Ski complex with ribosomes remains to be investigated.

Interestingly, a recent study in yeast identified Ska1 as a protein that impedes the association of the yeast Ski–Exo9 complex with the ribosome^45^. Similar to RIPR in *Arabidopsis*, Ska1 affinity captured the Ski complex. But unlike RST1 or RIPR, the Ska1–Ski complex is not required for the degradation of coding regions, and instead, has a specific function in the elimination of RNAs devoid of ribosomes such as 3′ UTRs or long non-coding RNAs. Apparently, overexpressing of Ska1 outcompetes the association of the Ski complex with ribosomes, suggesting that the association the Ski complex with either Ska1 or the ribosome is mutually exclusive^45^. Of note, sequence homologues of Ska1 seem to be restricted to *S. cerevisiae* and some closely related fungi, although proteins with similar functions may exist in other species.

RIPR seems to be conserved in flowering plants but is absent from the genomes of mosses and green algae, suggesting a relative recent evolutionary origin. By contrast, RST1 is deeply conserved in the green lineage. Moreover, a single ARM-repeat protein comprising the same domain of unknown function DUF3037 (IPR022542) as RST1 is conserved in humans, across all metazoa and in ancient amoebozoa such as *Dictyostelium*, but is apparently absent from modern fungi (PTHR16212 protein family). The human DUF3037 protein KIAA1797 was named Focadhesin, because its GFP fusion protein has been detected in focal adhesion points of astrocytoma cells^71^. Interestingly, a recently generated high-throughput data set monitoring the migration of proteins in sucrose gradients with or without RNase treatment detected Focadhesin as a putative component of an RNA-dependent complex^72^ [http://r-deep.dkfz.de/]. More work is needed to fully understand the molecular function of human Focadhesin. It will be interesting to investigate whether Focadhesin is also associated with the function of the RNA exosome in animals.

## Methods

### Plant material

Plants were grown on soil or in vitro on the Murashige and Skoog medium supplemented with 0.5% sucrose at 20 °C in 16 h light and 8 h darkness. All plants were of the Col-0 accession, which served as wild-type in all experiments. The T-DNA insertion lines *cer7-2* (Salk_003100), *cer7-3* (GK_089C02), *rrp45a* (GK_665D02), *sgs3-13* (Salk_039005) and *rst1-2* (Salk_070359), *rst1-3* (Salk_129280) have been described in refs. ^49,50^ and ^47^, respectively. The *rst1-5* and *rst1-4* alleles are EMS alleles identified during this study. Starting point for the identification of *rst-5* was the EMS mutagenesis of the line *L1 jmj14-4* line, in which PTGS of the *35Sprom:GUS* transgene inserted at the *L1* locus is partially impaired by the *jmj14-4* mutation^62^. The *rst1-4* mutant was identified following EMS treatment of *MIM156*^61^. EMS mutagenesis of seeds was performed as described in ref. ^73^. Mutations were identified by mapping-by-sequencing using pooled F2 plants exhibiting the phenotype of interest. Sequencing libraries prepared with the Illumina TruSeq DNA Sample Preparation Kit were 10-plexed (Illumina adapters Set A) per flow-cell lane and sequenced on an Illumina HiSEquation 2000 instrument to obtain at least tenfold genome coverage. The SHOREmap technique was used to identify SNPs and mapping intervals. The EMS mutants were backcrossed to Col-0 to remove the *MIM156* transgene (rst1-4) or the *jmj14-4* mutation and the *L1 35Sprom:GUS* reporter (*rst1-5*). Presence or absence of the transgenes and mutations were confirmed by PCR genotyping.

### PTGS analysis

*Hc1 rst1-5*, *Hc1 ripr(insT)* and *6b4 rst1-5* plants were obtained by crosses. S-PTGS frequencies were assessed by GUS activity assays. Briefly, 0.5-1 µg of soluble proteins extracted from inflorescence leaves were incubated with 150 µl of 2 mM 4-methyl-umbelliferym-β-glucuronide, 29 mM Na_2_HPO_4_, 21 mM NaH_2_PO_4_, 10 mM EDTA. Fluorescence was determined at 15 s intervals for 30 min at 37 °C with a Fluoroscan Ascent 2.6. The GUS activity corresponds to the slope of the curve. Typically, GUS activity in non-silenced 6b4 and Hc1is >500 FLUO min^−1^ µg^−1^. Plants are considered silenced if GUS activity is <50 FLUO min^−1^ µg^−1^.

### CRISPR-Cas9 editing of *AT5G44150*

The target site at position + 179 from the ATG of the *AT5G44150* gene was selected using the CRISPR plant webtool [http://www.genome.arizona.edu/crispr/CRISPRsearch.html]. No off-targets were predicted for the guide RNA TCATACCGATCCCAATT’CGA targeting the complementary strand at Chr5:17764907-17764927. 

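In the TAIR10.1 assembly the guide TCATACCGATCCCAATTCGA matches once, on the plus strand of chromosome 5 from 17764908 to 17764927, next to the protospacer adjacent motif CGG. The reference sequence around it, from 17764878 to 17764957 on the plus strand, is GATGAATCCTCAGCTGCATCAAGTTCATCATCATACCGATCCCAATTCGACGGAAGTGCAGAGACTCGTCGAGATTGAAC. *AT5G44150* (*RIPR*) lies on the minus strand from 17763631 to 17765428, so the guide has the sequence of the strand complementary to its mRNA. The annotation gives 1 mRNA with 5 exons and a coding sequence of 1068 bases, stop codon included, for 355 amino acids. The guide covers bases 175 to 194 of this coding sequence, in exon 2. A break 3 bases from the motif falls between coding bases 177 and 178, at 17764925 and 17764924. With a T inserted at this break the reading frame of the reference meets a stop at codon 60, and with a C at codon 65. With the base inserted on either side of coding base 179, the stop is at codon 65 for T and for C. Allowing 1, 2 or 3 mismatches, 0 other sites with an NGG motif were found in the genome. With 4 mismatches there were 5 sites. These are in exons of *AT2G05155*, *AT2G37900* and *AT5G24540*, in an intron of *AT2G25840* and in the mitochondrial genome.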

Hundred picomoles of the oligonucleotides 5′-ATTGTCATACCGATCCCAATTCGA-3′ and 5′-AAACTCGAATTGGGATCGGTATGAC-3′ were phosphorylated for 30 min at 37 °C using 1 mM ATP and 1 unit polynucleotide kinase (NEB) in the buffer supplied by the manufacturer and then hybridised in a thermocycler (5 min 95 °C, cooling rate 5 °C/min, 5 min 25 °C). Hundred femtomoles of hybridised oligonucleotides were ligated overnight at 18 °C to 10 ng of Aar1-digested and dephosphorylated vector pKI1.1 R^74^. An aliquot of the ligation mixture was transformed in TOP10 *E. coli* cells (Invitrogen). The correct insertion of the guide RNA in the vector was confirmed by Sanger sequencing before plasmids were introduced in *Agrobacterium tumefaciens* strain GV3101 for the transformation of Col-0 plants by floral dip. pKI1.1R’s T-DNA confers a red fluorescence protein expressed under the seed-specific *OLEO1* promoter. Fluorescent T1 seeds were selected using an epifluorescence-equipped binocular. Plants were genotyped by high-resolution melting using the precision melt supermix (Biorad) in a Roche Lightcyler 480 and further confirmed by Sanger sequencing. Plants carrying an insertion at the *AT5G44150* target site were selfed, and RFP-negative T2 seeds devoid of the Cas9-containing T-DNA were selected for outgrowth. Two independent T2 plants homozygous for the insertion of a single T or C at position + 179 were selected for further characterisation.

### Expression of GFP-tagged fusion proteins

RRP41-GFP lines were made with constructs comprising the genomic sequence of *RRP41* including 1000 bp upstream of the translation start site and were previously described in ref. ^10^. All other GFP fusion proteins were expressed from the *UBIQUITIN 10* promoter. C-terminal fusion constructs contained the genomic sequence of the respective genes, including the 5′ UTR, but lacking the Stop codon. For N-terminal fusions, the genomic sequences without the 5′ UTR, but including the 3′ UTR were used. All sequences were amplified from genomic DNA, cloned into pENTR1a (Invitrogen) and transferred to pUBC-GFP and pUBN-GFP destination vectors^75^, respectively, using Gateway^R^ recombinases. Expression vectors were transferred to *Agrobacterium* and used to transform *rst1-3* (for RST1-GFP and GFP-RST1), *cer7-2* for CER7-GFP, *rrp45a* for RRP45a-GFP and Col-0 plants for both GFP-RIPR and RIPR-GFP.

### Co-immunopurification experiments

Plants were selected by testing crude flower extracts by western blots using homemade antibodies specific to GFP. For each IP, 200–500 mg of flower buds pooled from at least four individual plants were ground in liquid nitrogen or directly in 2 ml of ice-cold lysis buffer (50 mM Tris HCL pH 7.5, 25 or 50 mM NaCl, 1% Triton, protease inhibitors (Complete–EDTA, Roche). After removal of cell debris by centrifugation (two times 5 min, 16000×*g*, 4 °C) the cleared supernatants were incubated for 30 min with 50 µl of magnetic microbeads coupled to GFP antibodies (Miltenyi, catalogue number 130-091-125). Beads were loaded on magnetised MACS separation columns equilibrated with lysis buffer, and washed five times with 300 µl of washing buffer (50 mM Tris HCl pH 7.5, 25 or 50 mM NaCl, 0.1% Triton). Samples were eluted in 50 µl of pre-warmed elution buffer (Milteny). Control IPs were carried out with GFP antibodies in Col-0 or in plants expressing RFP or GFP alone. Additional control IPs were performed with antibodies directed against myc or HA epitopes (Miltenyi, catalogue numbers 130-091-123 and 130-091-122).

Eluted proteins were digested with sequencing-grade trypsin (Promega) and analysed by nanoLC-MS/MS on a QExactive + mass spectrometer coupled to an EASY-nanoLC-1000 (Thermo-Fisher Scientific, USA). The data were searched against the TAIR10 database with a decoy strategy. Peptides were identified with Mascot algorithm (version 2.5, Matrix Science, London, UK), and the data were imported into Proline 1.4 software [http://proline.profiproteomics.fr/]. The protein identification was validated using the following settings: Mascot pretty rank < = 1, FDR < = 1% for PSM scores, FDR < = 1% for protein set scores. The total number of MS/MS fragmentation spectra was used to quantify each protein from at least two independent biological replicates. If not specified otherwise, biological replicates consisted of plants of the same genotype grown at different dates and in different growth chambers.

For the statistical analysis of the co-immunoprecipitation data, we compared the data collected from multiple experiments for each bait against a set of 20 control IPs using R v3.5.1, R-studio v1.1.453. The size factor used to scale samples were calculated according to the DESeq2 normalisation method (i.e., median of ratios method)^76^. edgeR v3.14.0 and Stats v3.3.1 were used to perform a negative-binomial test and calculate the fold change and an adjusted *p*-value corrected by Benjamini–Hochberg for each identified protein. MDS plots were calculated with Stats v3.3.1. Annotation of proteins was retrieved using BiomartR v2.28.0, and volcano plots were drawn with ggplot2 v3.1.0. The RST1 data set comprised the data collected from 15 immunoprecipitation experiments performed in 6 biological replicates of each GFP-RST1 and RST1-GFP. Fourteen IPs from four biological replicates were performed with RRP45A. Six experiments from two biological replicates were used for each of RRP41-GFP and CER7-GFP, and the RIPR data set contained four IPs from two biological replicates of each RIPR-GFP and GFP-RIPR. Control IPs included four biological replicates of Col-0 incubated with GFP antibodies, six IPs from four biological replicates of GFP-expressing plants treated with GFP antibodies and ten IPs performed with anti-HA antibodies in three biological replicates RST1-GFP, three replicates GFP-RST1 and in 1 RFP sample. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium [http://proteomecentral.proteomexchange.org] via the PRIDE partner repository^77^ with the data set identifier PXD013435.

### Epicuticular wax analysis

For each sample, three stem sections of 6 cm were immersed for 30 s in 10 ml of chloroform. Extracts were dried under N_2_ gas, dissolved in 150 µl of chloroform, transferred in an insert and again dried under N_2_ gas. Extracts were derivatized in a mix of BSTFA [*N,O* bis(trimethylsilyl) trifluoroacetamide) (> 99%, Sigma)]/pyridine (> 99.5%, Sigma) (50/50, V/V) (1 h at 80 °C with shaking at 300 rpm) before BSTFA-pyridine extracts were evaporated under N_2_ gas. The samples were dissolved in chloroform containing a mix of nine alkanes (C10–C12–C15–C18–C19–C22–C28–C32–C36) as internal standards. Derivatized silylated samples were analysed by GC-MS (436-GC, Bruker; column 30-m, 0.25-mm, 0.25 µm; HP-5-MS) with He carrier gas inlet pressure programmed for constant flow of 1 ml/min and mass spectrometric detector (SCION TQ, Bruker; 70 eV, mass to charge ratio 50–800). GC was carried out with temperature-programmed injection at 50 °C over 2 min. The temperature was increased by 40 °C/min to 200 °C, held for 1 min at 200 °C, further increased by 3 °C/min to 320 °C and held for 15 min at 320 °C. Injector temperature was set to 230 °C with a split ratio of 3:1. Peaks in the chromatogram were identified based on of their mass spectra and retention indices. Mass spectra detected by GC-MS were compared with the spectra of known compounds stored in the National Institute Standard and Technology (NIST) and in the Golm Metabolome databases. Nonacosane, 15-nonacosanone and 1-octacosanol were identified with match values of 933, 865 and 952, respectively. Mass spectrometric detector peak areas were used for relative quantification with octacosane as internal standard.

### RNA extraction and northern blots

RNA was extracted from the top 3 cm of inflorescence stems or from flowers with TRI-reagent (MRC) following the manufacturers instructions. After precipitation with 0.8 vol isopropanol for 1–3 h at −80 °C, RNAs were collected by centrifugation (30 min 16,000 × *g*, 4 °C), washed twice with 70% EtOH, dissolved in water and further purified by adding 1 vol of phenol:chloroform:isoamylalcohol (25:24:1). The aqueous phase was transferred in a fresh tube, RNAs were precipitated overnight with 2.5 vol of EtOH at −80 °C, collected by centrifugation, washed twice with 70% EtOH and dissolved in water to ~2.5 µg/µl. For high-molecular-weight northern blots, 20 μg of the total RNA were separated in a 2% denaturing agarose gel containing 30 mM Tricine, 30 mM triethanolamine and 40 mM formaldehyde (4-6 h at 50 V). The RNA was blotted to Amersham Hybond-N + membranes (GE Healthcare Life Sciences) and UV-cross-linked (254 nm). Membranes were stained with methylene blue and hybridised to ^32^P radiolabelled DNA probes (DecaLabel, ThermoFischer) in PerfectHyb^TM^ (Sigma) overnight at 65 °C. Sequences for primers used for amplification of probe templates are listed in Supplementary Table 1.

For low-molecular-weight and small RNA northern blots, 20 µg of the total RNA were separated in 5 and 17% polyacrylamide gels (19:1), respectively, containing 7 M urea in 100 mM Tris, 100 mM borate, 2 mM EDTA. RNA was transferred to Amersham Hybond-NX membranes (GE Healthcare Life Sciences) and either UV-cross-linked (LMW blots) or chemically cross-linked (small RNA blots) by incubation with 0.16 M l-ethyl-3-(3-dimethylaminopropyl) carbodiimide (EDC, Sigma) in 0.13 M 1-methylimidazole (Sigma), pH 8, for 1.5 h at 60 °C. Membranes were hybridised to radiolabelled DNA probes overnight at 45 °C. For loading controls, blots were stripped with boiling 0.1% SDS, and hybridised to a radiolabelled oligonucleotide specific to 7SL RNA, U6 snRNA or miR156. Oligonucleotide sequences are listed in Supplementary Table 1.

### Microscopy

Plants were grown on MS agar plates supplemented with 0.5% sucrose. Roots from 10-day-old seedlings were excised, placed with water under a coverslip and examined with a ZEISS LSM 780 confocal microscope. The line expressing tRFP-PAB2 was a kind gift of C. Bousquet-Antonelli.

### small RNA libraries and analysis

RNA was prepared as described above from flower buds of 6-week-old plants. For each genotype, three biological replicates of Col-0 (wild-type), *cer7-3*, *rst1-2*, *rst1-3*, *ripr(insT)*, *ripr(insC)* and two of *cer7-4* were grown at different dates in different growth chambers. Libraries were prepared from 1 µg of the total RNA using the NEB Next Multiplex Small RNA Library Prep Set for Illumina (NEB #E7300S and #E7580S) following the manufacturer’s instructions. After ligation of primers, cDNA synthesis and PCR amplification, pooled libraries were loaded on a NOVEX 6% polyacrylamide gel with 100 mM Tris, 100 mM borate, 2 mM EDTA. Five fractions corresponding to 130–180 bp products were excised and eluted overnight in water. After EtOH precipitation, size and concentration of the fractions were checked with an Agilent 2100 Bioanalyzer (Agilent Technologies). The fraction of 140–150 bp containing the 21–22 nt small RNAs of interest was sequenced on a HiSeq 4000 sequencer (single-end mode 1 × 50 bp).

Sequence reads were trimmed from 3′-adapters and low-quality bases (q < 30) using cutadapt v1.18^78^. Reads were aligned without mismatches to the *Arabidopsis* TAIR10 genome using ShortStack v3.8.5^79^ in unique mode (−u). Counts of 21 nt and 22 nt reads were extracted and annotated against TAIR10. Differential expression analysis was performed with DEseq2. The data obtained from the two alleles of *cer7*, *rst1* and *ripr* were analysed together. Downstream analysis and data visualisation were done with R. Only loci with log2FC > 1 and an adjusted *p*-value of < 0.01 were considered. PhasiRNA were identified with the help of ShortStack’s phasing score (score > = 5). Potential miRNA target mRNAs were predicted using the psRNATarget webservice at [http://plantgrn.noble.org/psRNATarget]^80^.

### Statistical analysis

For the statistical analysis of proteomic and sequencing data, we used negative-binomial models based on the edgeR and DEseq2 packages, respectively, which calculate the fold change and adjusted *p*-values with a two-sided Wald test.

### Gel and blot images

Uncropped blots, gels and stem images are provided in Supplementary Fig. 5 and at [10.6084/m9.figshare.c.4483406].

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The small RNA-seq and mass spectrometry proteomics raw data that support the findings of this study have been deposited to the NCBI Gene Expression Omnibus (GEO) database, accession code GSE129736, and to the ProteomeXchange Consortium via the PRIDE^75^ partner repository with the data set identifier PXD013435, respectively. Full resolution versions of all images, the wax analysis data, the processed small RNA-seq data and interactive volcano blots are available at figshare.

# Supplementary material for: RST1 and RIPR connect the cytosolic RNA exosome to the Ski complex in Arabidopsis
**Source:** Nat Commun. 2019 Aug 27;10:3871. doi: 10.1038/s41467-019-11807-4
**Supplement:** Supplementary file 1 — Supplementary Information

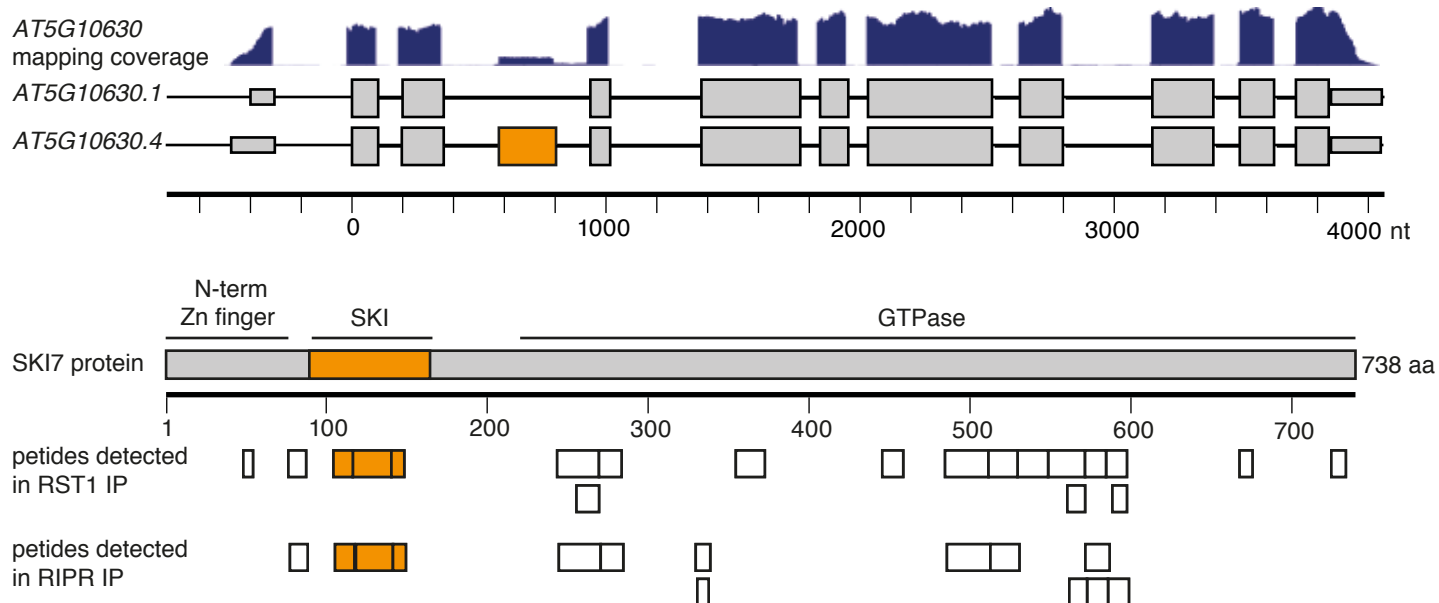

**Supplementary Fig. 1 SKI7-specific peptides detected in RST1 and RIPR IPs.** The top panel illustrates the mapping coverage (RNA seq data from light grown seedlings, source Araport11) of the *AT5G10630* locus and two (of five) gene models *AT5G10630.1* and *AT5G10630.4* encoding HBS1 and SKI7 proteins, respectively. Lines represent introns, small boxes represent 3' and 5' UTRs, large boxes represent exons. The exon specific to the SKI7- encoding mRNA is shown in orange. The lower panel illustrates the *Arabidopsis* SKI7 protein composed of an N-terminal and a Zn-finger domain thought to mediate the interaction with the SKI complex, the SKI7-specific domain encoded by the SKI7-specific exon and thought to be involved in recruitment of the exosome (in orange), and the large GTPase domain. The boxes below the diagram indicate unique peptides identified in the RST1 and RIPR co-immunoprecipitation experiments coupled to mass spectrometry. The SKI7-specific peptides are highlighted in orange.

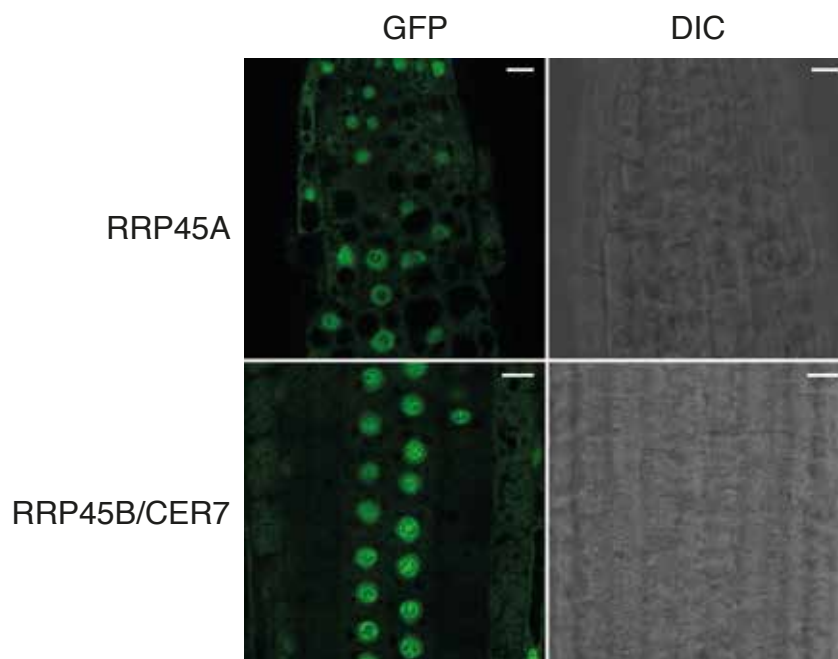

**Supplementary Fig. 2 RRP45A and RRP45B/CER7 exosome subunits show similar intracellular distributions.** Confocal microscopy images of *Arabidopsis* roots expression RRP45A (top) or RRP45B/CER7 (bottom) GFP fusion proteins under the control of the ubiquitin 10 promoter. DIC, differential interference contrast. Scalebars are 10μm.

### predicted RIPR protein sequences

|                          |     |                                            |     |
|--------------------------|-----|--------------------------------------------|-----|
| <b>RIPR WT</b>           | 1   | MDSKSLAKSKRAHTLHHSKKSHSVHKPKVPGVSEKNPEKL   | 40  |
| <b><i>ripr(insT)</i></b> | 1   | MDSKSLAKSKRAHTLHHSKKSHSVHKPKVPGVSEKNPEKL   | 40  |
| <b><i>ripr(insC)</i></b> | 1   | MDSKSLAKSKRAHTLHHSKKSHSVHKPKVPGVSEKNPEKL   | 40  |
| <b>RIPR WT</b>           | 41  | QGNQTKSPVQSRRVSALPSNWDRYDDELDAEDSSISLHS    | 80  |
| <b><i>ripr(insT)</i></b> | 41  | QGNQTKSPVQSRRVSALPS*-----                  | 60  |
| <b><i>ripr(insC)</i></b> | 41  | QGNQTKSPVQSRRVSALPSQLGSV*-----             | 65  |
| <b>RIPR WT</b>           | 81  | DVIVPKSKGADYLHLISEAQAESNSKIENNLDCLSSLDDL   | 120 |
| <b>RIPR WT</b>           | 121 | LHDEF SRVVGSMISARGE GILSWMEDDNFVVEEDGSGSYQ | 160 |
| <b>RIPR WT</b>           | 161 | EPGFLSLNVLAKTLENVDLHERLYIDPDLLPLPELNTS     | 200 |
| <b>RIPR WT</b>           | 201 | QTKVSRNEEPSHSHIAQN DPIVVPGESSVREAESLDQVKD  | 240 |
| <b>RIPR WT</b>           | 241 | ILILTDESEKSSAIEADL D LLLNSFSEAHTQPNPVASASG | 280 |
| <b>RIPR WT</b>           | 281 | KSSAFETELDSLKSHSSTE QFNKPGNPSDQKI HMTGFND  | 320 |
| <b>RIPR WT</b>           | 321 | VLDDLLESTPVSII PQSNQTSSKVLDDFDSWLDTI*      | 356 |

**Supplementary Fig. 3** Frameshift mutations in *ripr(insT)* and *ripr(insC)* prevent the synthesis of full-length RIPR proteins.

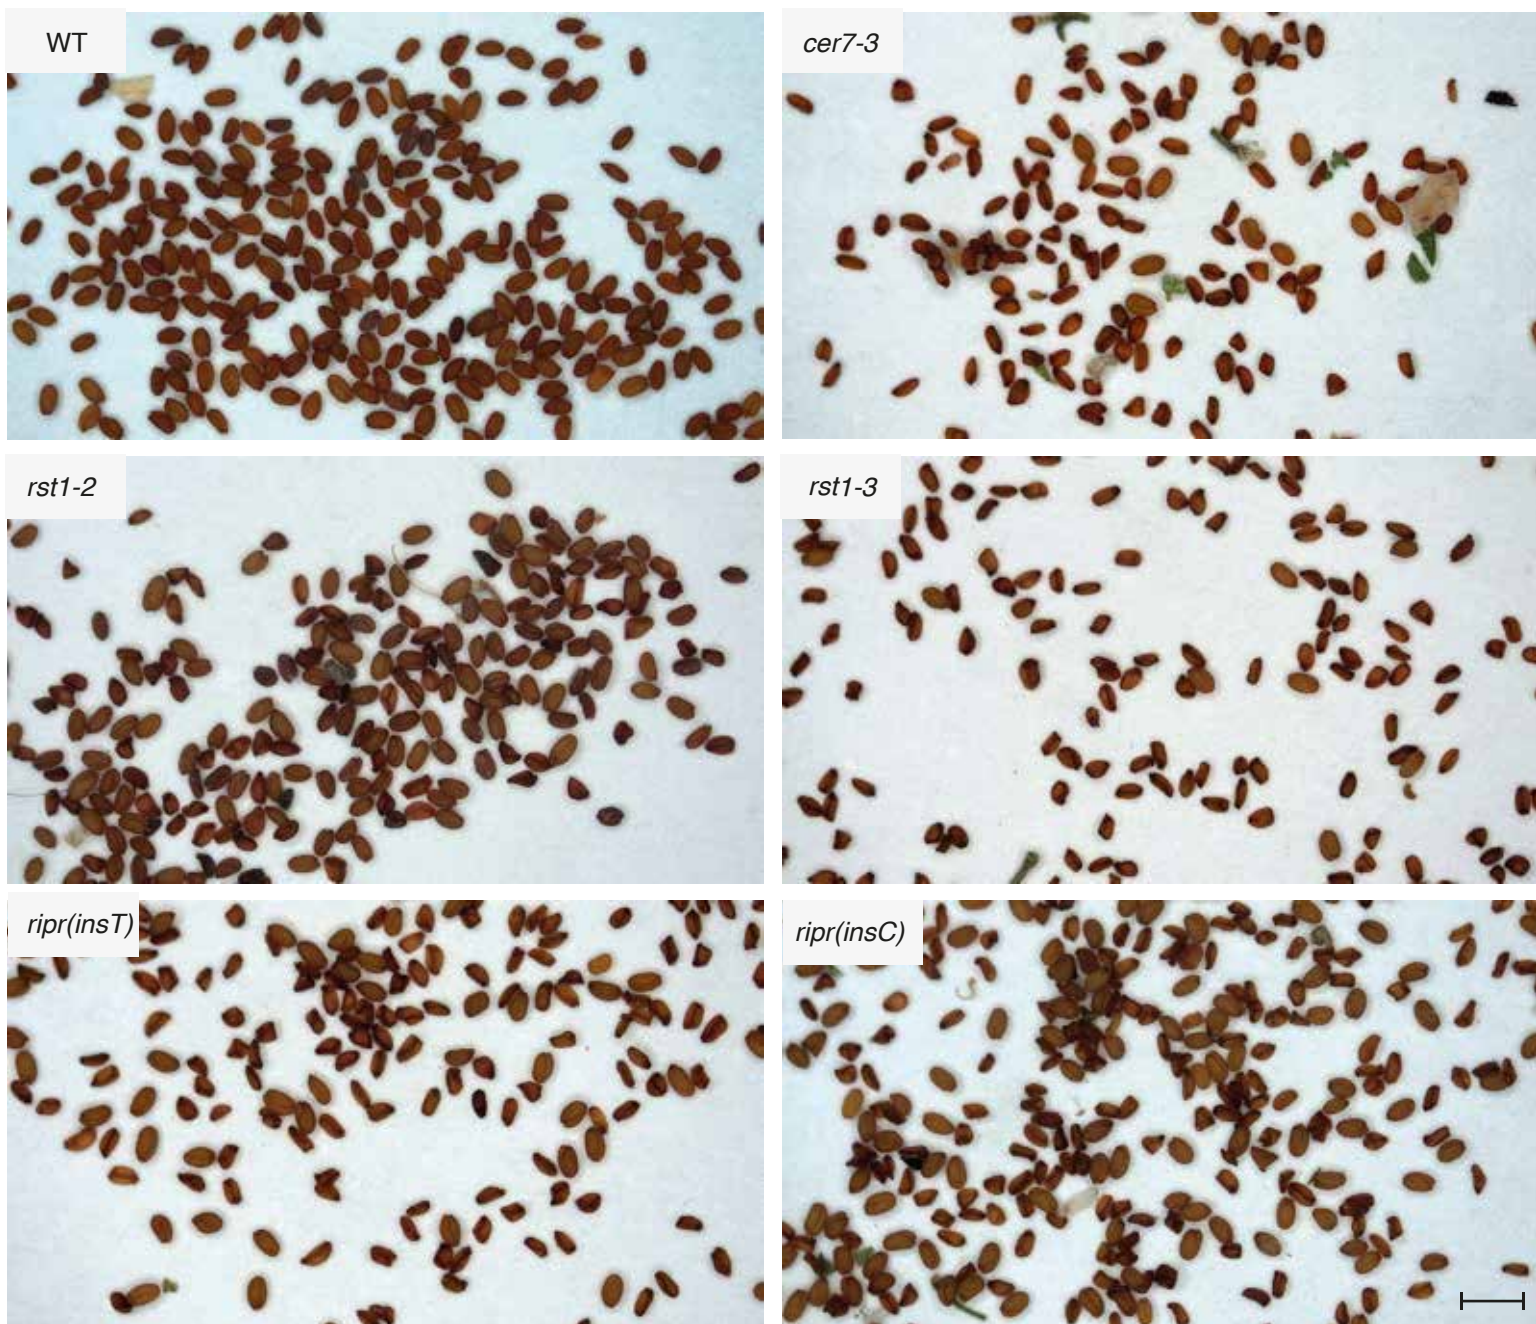

**Supplementary Fig. 4** Seeds of Col-0 (WT), *cer7-3*, *rst1-2*, *rst1-3*, *ripr(insT)* and *ripr(insC)* plants. The mutants produce a high proportion of shrunk, inviable seeds. Scale bar is 1cm.

Fig. 1A

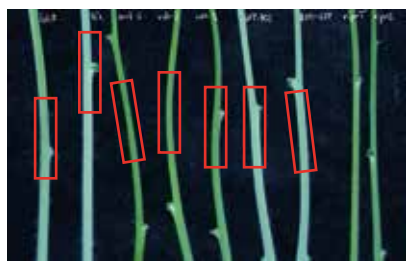

Fig. 1D

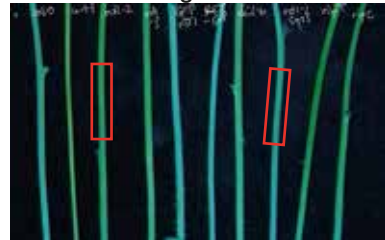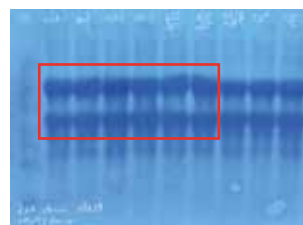

Fig. 1C HMW

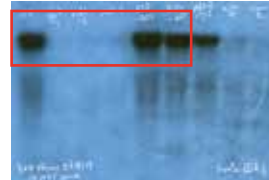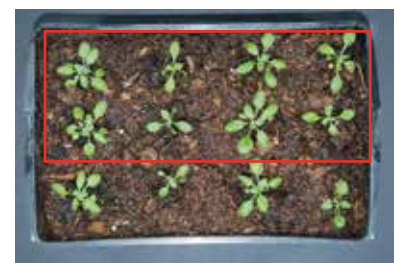

Fig. 2A

Fig. 2C

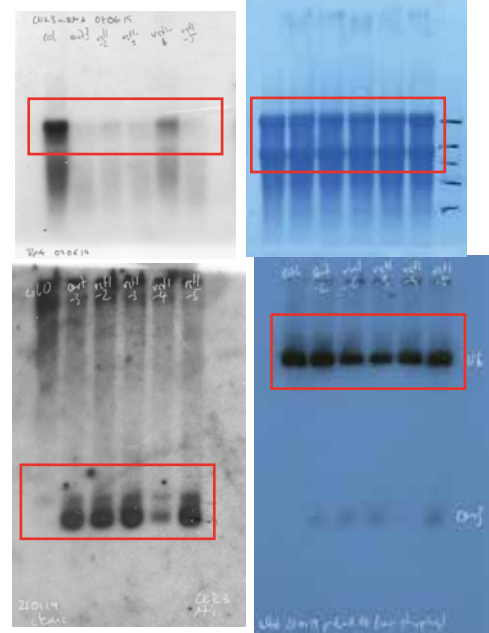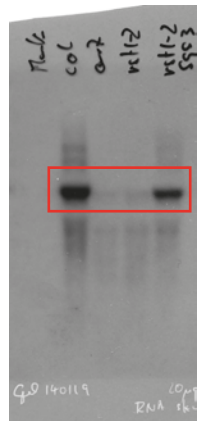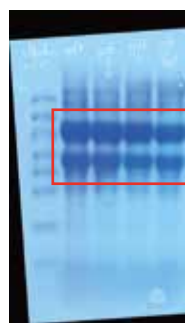

Fig. 1D HMW

Fig. 1D small RNA

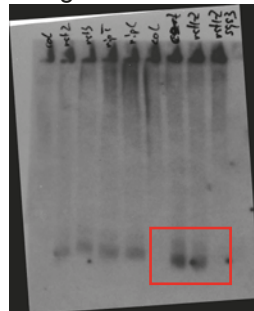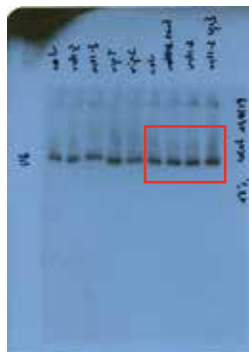

Fig. 7D

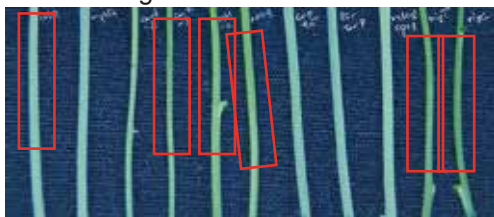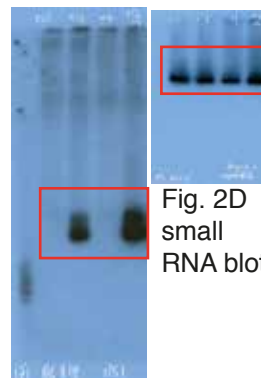

Fig. 2D small RNA blot

Fig. 2D LMW, MIM156

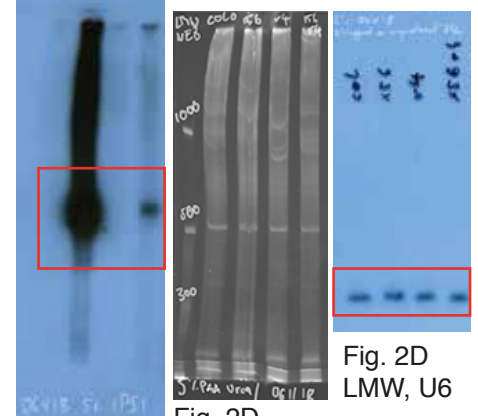

Fig. 2D LMW, U6

Fig. 2D EtBr

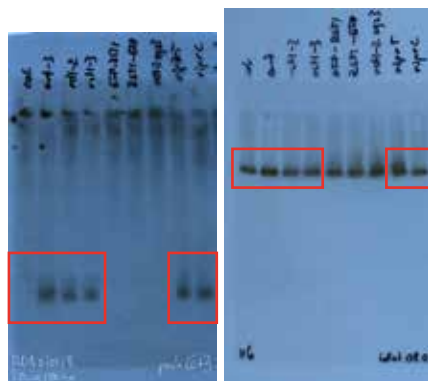

Fig. 7F small RNA blot

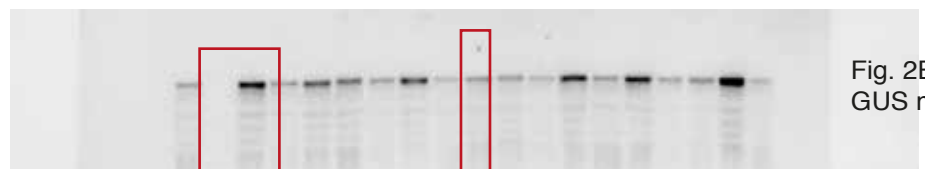

Fig. 2E GUS mRNA

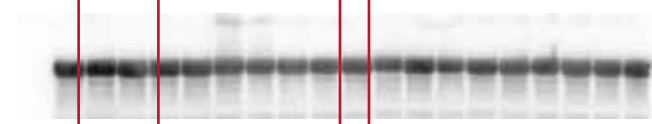

Fig. 2E 25S rRNA

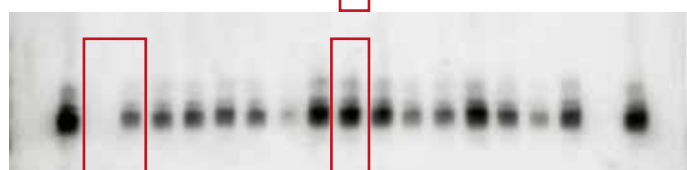

Fig. 2E small RNA GUS

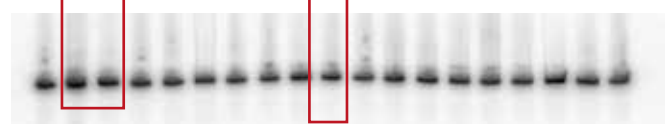

Fig. 2E, U6

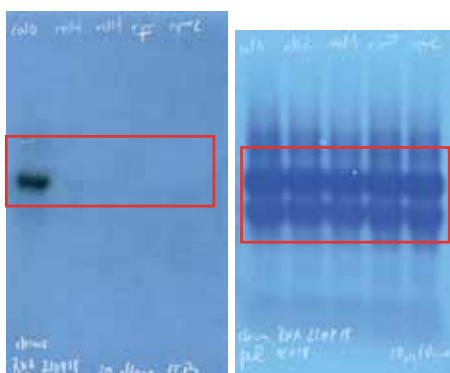

Fig. 7F HMW

Supplementary Fig. 5 Uncropped images

## Supplementary Table 1: Primers used in this study

### Genotyping primers

|                    |                                                        |
|--------------------|--------------------------------------------------------|
| <i>cer7-2</i> fw   | ATATTTGAGTGGTGCTGCTGG                                  |
| <i>cer7-2</i> rev  | AAACTCGACAAAGAGGGAAGC                                  |
| <i>cer7-3</i> fw   | AAAGCTTCCCTCTTTGTCTGAG                                 |
| <i>cer7-3</i> rev  | GCCATTGGCATTAACTGTCAC                                  |
| <i>rrp45a</i> fw   | GTTGTTGGTTGCAGAGAAAGC                                  |
| <i>rrp45a</i> rev  | TGCGAGAAGTCTCAACATGTC                                  |
| <i>rst1-2</i> fw   | GCGTGTTCTAAGCCATCTTTG                                  |
| <i>rst1-2</i> rev  | GCAAGGAAATAAGAGCAAGGG                                  |
| <i>rst1-3</i> fw   | TTGATTTTCATCAATGGCTTCC                                 |
| <i>rst1-3</i> rev  | CTGACAAGGGACGTTAGTTCTG                                 |
| <i>rst1-4</i> fw   | TGAGGTGTCTGAAGTGGTGCA                                  |
| <i>rst1-4</i> rev  | CAAAGATGGCTTAGAACACGC, cleave product with <i>Ban1</i> |
| <i>riprT/C</i> fw  | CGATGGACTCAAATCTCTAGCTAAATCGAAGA                       |
| <i>ripT/C</i> rev  | ACCTTGCCCCGAACAACAAGA                                  |
| <i>sgs3-13</i> fw  | AAGGCCATGCTTGTACATGAG                                  |
| <i>sgs3-13</i> rev | TATGAGGCTCTTAGAGCACGC                                  |
| <i>MIM156</i> fw   | AAGAAAAATGGCCATCCCCTAGC                                |
| <i>MIM156</i> rev  | TGACAGAAGATAGAAGTGAGCAT                                |
| <i>gRST1</i> fw    | GACGTGTTGATTGAGATAGT                                   |
| <i>gRST1</i> rev   | AACAGCTATGACCAT (M13 rev present in T-DNA)             |

### probes

|                       |                              |
|-----------------------|------------------------------|
| <i>CER3</i> fw        | ACAGGTAATCTCAACTCCGAGG       |
| <i>CER3</i> rev       | TGGAACACCAGCTACGACAC         |
| <i>IPS1</i> (MIM) fw  | AAGAAAAATGGCCATCCCCTAGC      |
| <i>IPS1</i> (MIM) rev | TAGAGGGAGATAAACAACAACTCGCAGT |
| U6                    | GCTAATCTTCTCTGTATCGTTCCA     |
| 7SL                   | ATATGAAGATCGGACCAGCAGGC      |

# Supplementary material for: RST1 and RIPR connect the cytosolic RNA exosome to the Ski complex in Arabidopsis
**Source:** Nat Commun. 2019 Aug 27;10:3871. doi: 10.1038/s41467-019-11807-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Co-immunopurifications using RST1 as bait

File Name: Supplementary Data 2

Description: Co-immunopurifications using RRP41 as bait

File Name: Supplementary Data 3

Description: Co-immunopurifications using CER7 and RRP45A as bait

File Name: Supplementary Data 4

Description: Co-immunopurifications using RIPR as bait

File Name: Supplementary Data 5

Description: Table of siRNAs enriched in cer7 samples as compared to WT

# Supplementary material for: RST1 and RIPR connect the cytosolic RNA exosome to the Ski complex in Arabidopsis
**Source:** Nat Commun. 2019 Aug 27;10:3871. doi: 10.1038/s41467-019-11807-4
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                                       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | GCMS-MS data acquisition: SCION TQ MS Workstation (Bruker) v8.2.1<br>LCMS-MS data acquisition: Xcalibur (Thermo) v4.1.31.9; Raw data processing: Proteome Discoverer (Thermo) v2.0.0.802; Peptide and protein identification (database search): Mascot (Matrix Science) v2.5, Peptide and protein validation, Spectral Count quantification and samples alignment: Proline (ProFI consortium) v 1.4.<br>RNA sequencing: HiSeq 4000, HCS HD (Illumina) v3.4.0                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | GCMS-MS: peak identification and comparison of mass spectra to databases, MS Data Review (Bruker) v8.2<br>Statistical analysis of LCMS-MS data (R-studio v1.1.453): scale factor calculation, DESeq2 v1.12.4; generalized linear model for p-value calculation, edgeR v3.14.0; p-value correction, p.adjust function from Stats v3.3.1; MDS plots: dist and cmdscale functions from R Stats v3.3.1; plot function from graphics v3.3.1; annotation: BiomartR v2.28.0; volcano plots: ggplot2 v3.1.0<br>RNA sequence analysis (R v3.5): trimming of reads, cutadapt v1.18; mapping to Tair10, ShortStack v3.8.5; differential expression analysis, DESeq2 v1.22.1; venn diagram: serial list v 2.3 and <a href="https://www.meta-chart.com/venn#/display">https://www.meta-chart.com/venn#/display</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Gel and blot images

Uncropped blots and stem images are provided in Supplementary Figure S5.

The small RNAseq and mass spectrometry proteomics raw data that support the findings of this study have been deposited to the NCBI Gene Expression Omnibus (GEO) database, accession code GSE129736 [<https://www.ncbi.nlm.nih.gov/insb.bib.cnrs.fr/geo/query/acc.cgi?acc=GSE129736>], and to the ProteomeXchange Consortium via the PRIDE75 partner repository with the dataset identifier PXD013435, [<https://www.ebi.ac.uk/pride/archive/projects/PXD013435>], respectively. Full resolution versions of all images, the wax analysis data, the processed small RNA-seq data and interactive volcano blots are available at figshare [<https://doi.org/10.6084/m9.figshare.c.4483406>]

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | RNA and protein samples were prepared from pooled stem sections or flowers collected from 5-10 plants grown at the same time in identical conditions. For the GCMS-MS, three stem sections from three plants were analysed. This sample size is sufficient to ensure that variation among individual plants has no significant influence on the result.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | Biological replicates are defined as plants of the same genotype grown at different times. In addition, some biological replicates originated from a different seed stock or an independent mutagenesis event. For RNA blots, at least three biological replicates were analysed. A representative experiment is shown in each figure. For analysis of the wax-deficient phenotype, pictures were taken from three biological replicates. Three plants of one replicate were further analysed by GCMS-MS. For microscopy, at least two independent transformants were examined for each construct. For RNA sequencing, two independent alleles for each mutation and three biological replicates for each genotype (two for cer7-4) were analysed together. The precise number of biological and technical replicates used for each of the co-immunopurification experiments is provided in the material and method section. |
| Randomization   | Typically we grow 20-40 plant per genotype and replicate, 5-10 of which are used for flower harvesting. Selection is random except that plants obviously affected by greenhouse pests are omitted.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | none                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

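Small RNAs from flower buds were measured in 20 *Arabidopsis* libraries: 3 of wild-type Col-0, 5 of *cer7* (3 of *cer7-3* and 2 of *cer7-4*), 6 of *rst1* (3 each of *rst1-2* and *rst1-3*) and 6 of *ripr* (3 each of *ripr(insT)* and *ripr(insC)*). The authors trimmed 3′ adapters and bases of low quality with cutadapt v1.18, aligned the reads without mismatches to TAIR10 with ShortStack v3.8.5 in unique mode, extracted reads of 21 and 22 nt and counted them on TAIR10 genes. The deposited values are raw counts, 1 column per library, without normalization and without pooling of replicates. All columns were used (0 were left out). The paper's text does not name the counting tool, the use of the strand or the handling of overlapping genes. The paper says only that unique mode was used, and how it treats reads that match several places was not checked here. Counts of paralogs with long identical stretches are therefore uncertain. A table of 1 length class on genes leaves out other lengths and other features, so its totals, from 192747 to 522464 per library, are not the depth of the libraries. The *cer7* libraries had the highest median total. Library totals other than these were not used here.

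Samples were grouped by the labels and the methods of the paper. The labels call the *cer7* alleles by their insertion collections, and the line that the paper gives for *cer7-3* belongs to 1 of these, which leaves the other for *cer7-4*. The labels number the series of libraries 1, 2 and 4, and the replicate numbers in the column names are 1, 2 and 3. Neither the paper nor the labels say that a number marks a shared date or chamber. Replicates of an allele were compared with each other in 19 pairs by a chi-square test of their counts over genes with at least 20 counts in the pair. All pairs differed by more than the sampling noise (chi-square per degree of freedom 3.79 to 11.8), so no pair was treated as 1 library deposited 2 times. This does not show that the libraries come from separate plants, since libraries made from the same RNA could also differ by more than counting noise. Each library was counted as 1 replicate because the paper describes them as biological replicates.

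Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16) and limma (version 3.58.1). Genes were kept by filterByExpr (minimum count 10, minimum total 15), normalized with TMM over the counts on the kept genes and fitted with glmQLFit in 4 groups over the 20 libraries. Each mutant was compared with the wild type, the mutants with each other, and the alleles of a gene with each other in a fit with 7 groups. P-values came from glmQLFTest and were adjusted over the 2916 genes by the Benjamini-Hochberg method. A locus was called with an adjusted p-value below 0.01 and a log2 fold change above 1 or below −1, the thresholds of the paper's methods. The paper's methods name DESeq2, which was run here as an alternative (version 1.42.0). The procedure was tested on simulated counts drawn from the means and totals of these libraries, with 200 changed genes and 5 runs for each fold. At a 4-fold change the test recovered 69.3% of the genes raised and 88% of the genes lowered, with 1.08% false calls. At a 16-fold change it recovered 98.7% and 98%, with 0.403% false calls. Folds against a wild type with at most 3 counts in each library are given as lower bounds, computed with 3 counts in the smallest wild-type library, and in the same way between mutants. CPM values are relative to these counts on the kept genes times the TMM factor of the library, also for genes outside the filter, while shares of counts are of the library totals. Shares of loci have Clopper-Pearson 95% intervals. Annotations were compared by Fisher's exact test, two-sided. Exact permutation tests of the share of counts on the loci of Supplementary Data 5 were also planned and run, but their p-values are not given, because the study chose these loci against the same wild-type libraries.

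Genes were named by a rule. It took those the study names for these mutants and the loci that Supplementary Data 5 marks from an earlier study of *cer7*. It also took the 10 loci with the largest log2 fold change in *cer7* among those with every *cer7* library above every wild-type library. Up to 5 loci raised in *rst1* or *ripr* and not in *cer7* were added. So were the 5 with the smallest adjusted p-value in each comparison between mutants and in that of the *cer7* alleles. No gene was chosen from the comparison of the *rst1* alleles. Genes outside this rule are *AT5G14550*, *AT2G47020*, *AT4G14810*, *AT3G44570*, *AT3G44580*, *AT2G28740*, the other histone H4 genes and the *XTH* genes as a family, which were chosen after their values were seen. Gene positions and names come from the annotation of TAIR10.1, in which 26718 of the 27415 identifiers were matched, 26709 of them as protein-coding genes. The guide RNA was searched in the same assembly on both strands with up to 4 mismatches. Whether the replicate numbers pair the samples was checked by the correlation of their deviations from the allele means. Principal components were computed on log2 CPM (prior count 2) of the 500 genes of highest variance. Figures were drawn with matplotlib (version 3.10.9) in python (version 3.11.15, numpy version 2.4.6).

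The groups, tests, thresholds and naming rule, and the alternatives not marked otherwise, were set before the data were examined. The alternatives were DESeq2, DESeq2 size factors or library size in place of TMM, no filter or a mean of at least 10 counts, an adjusted p-value threshold of 0.05, glmTreat, a fit with only the groups compared, 7 groups by allele, the replicate number as a block, merged entries for neighbouring genes with near-identical counts (total difference at most 5%), and each library left out in turn. Thinning all libraries to the smallest total, scaling factors from genes raised in no mutant, DESeq2 with a prior on the fold changes, and the share of *cer7* loci raised in both *rst1* and *ripr* in place of either, were chosen after seeing the data. Calls of loci were also counted over other splits of the same libraries (100 at most), and overlaps and correlations were set beside 20 simulations that share the wild-type libraries. RNA blots, proteomics, wax measurements and transgene silencing have no values in these counts and were not analysed here.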

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

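Of the tests below, those of library depth, of the scaling behind the larger number of loci in *cer7*, of linked variants, of the test threshold outside Supplementary Data 5 and of the depth behind the *RST1* counts were chosen only after the result was seen.

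Among 126 groups of normalized counts of named genes, 4 held a library far from the others, where about 6 would be expected by chance (1 in 20). *RIPR* (*AT5G44150*) had 10.9 CPM in *cer7-3* replicate 3, which is 4 counts, against 0 to 2.56 CPM in the other *cer7* libraries. *AT5G18600* had 1764 CPM in *rst1-3* replicate 3, against 654 to 817 CPM in the other *rst1* libraries. *REV* (*AT5G60690*) had 1971 CPM in *rst1-3* replicate 2, against 1182 to 1458 CPM. The histone H4 gene *AT3G53730* had 330.0 CPM in *ripr(insC)* replicate 1, against 66.8 to 142.7 CPM in the other *ripr* libraries. No library appears more than 1 time among the 4. No biological explanation was tested for them.

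The mutants differed from each other when tested directly. There were 14 such loci between *rst1* and *ripr* (11 higher in *rst1*, 3 higher in *ripr*), 68 between *cer7* and *rst1* (61 higher in *cer7*) and 84 between *cer7* and *ripr* (73 higher in *cer7*). For each of these 3 comparisons, 1 of the 100 splits of the same libraries drawn gave as many loci, the real one. The largest count in another split was 1 between *rst1* and *ripr*, 21 between *cer7* and *rst1* and 44 between *cer7* and *ripr*. The difference in log2 fold change between *rst1* and *ripr* was 6.70 for *AT3G09960*, −5.78 for *AT5G21125*, 5.71 for *AT5G47300*, −4.60 for *AT2G23834* and 2.23 for *AT3G03620*. Where a group had at most 3 counts in each library, these fitted values depend on the model. *AT3G09960* was at least 14.4-fold higher in *rst1* than in *ripr*, and *AT5G21125* and *AT2G23834* were at least 8.19-fold and 4.65-fold higher in *ripr* than in *rst1*. *AT5G47300* also fell below the wild type in *ripr*, with 7.41 CPM against 203 CPM, and *AT2G23834* fell below it in *rst1*, with 3.16 CPM against 39.5 CPM. At the neighbouring genes *AT3G44570* and *AT3G44580*, *ripr* had 239 and 111 CPM where the wild type had 12200 and 7180 CPM, which makes them the most abundant of the 14. Such on or off differences in both directions may come from sequence variants that the lines carry beside the mutation. Of the 14 loci, 2 lie within 2 Mb of *RST1* or *RIPR*, where 0.972 would be expected, and a share of 0.251 of 10000 random lists of tested genes had as many. The chromosomes of *RST1* and *RIPR*, 3 and 5, hold 10 of the 14, and 4 lie on others. No other window was tried, and 5 of the 14 positions were known when the test was chosen. Linked variants and an effect of the mutated genes cannot be told apart here, because 14 loci are too few and genotypes of the lines were not analysed.

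Between *cer7* and *rst1*, the differences in log2 fold change with the smallest adjusted p-values were 5.76 for *AT5G21125*, −3.16 for *HAK5* (*AT4G13420*), 1.56 for *REV* (*AT5G60690*), 3.12 for *XTH4* (*AT2G06850*) and 4.00 for *XTH16* (*AT3G23730*). *AT5G21125* had at most 1 count in each *rst1* library and was at least 8.16-fold higher in *cer7*. Between *cer7* and *ripr* they were 6.32 for *AT3G09960*, −2.54 for *HAK5*, 2.47 for *XTH4*, 3.38 for *XTH16* and 2.60 for *CYP71A20* (*AT4G13310*), and *AT3G09960* was at least 11.0-fold higher in *cer7*. The larger number of loci raised in *cer7* could come from the deeper *cer7* libraries or from the scaling. With all libraries thinned to the smallest total, 363 loci were raised in *cer7* and at most 226 in *rst1* or *ripr*. With DESeq2 size factors or library size only, at least 411 loci were raised in *cer7* and at most 304 in *rst1* or *ripr*, and with factors from genes raised in no mutant 620 and at most 337. These values argue against depth and scaling as the whole cause. A stronger effect of *cer7* remains a hypothesis.

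Between *cer7-3* and *cer7-4*, 10 loci differed, 3 of them higher in *cer7-3*. The differences in log2 fold change were 3.20 for *AT4G24300*, −3.14 for *HEI10* (*AT1G53490*), −4.10 for *AT1G28000*, −2.71 for *MRD1* (*AT1G53480*) and −7.05 for *LCR26* (*AT4G29290*). *HEI10* and *MRD1* overlap, so the same reads may have been counted for both. *LCR26* had at most 1 count in each *cer7-3* library and was at least 20.9-fold higher in *cer7-4*. No technical explanation of these 10 loci was tested, and the alleles come from separate insertion collections. Without *cer7-3* replicate 2, 17 loci differed. With 2 *cer7-4* libraries, the splits were not counted. Between *rst1-2* and *rst1-3*, 6 loci differed, and 1 of the 10 splits of the 6 libraries gave as many, the real one. *LCR26* was among these loci, with a log2 fold change of 2.34 (adjusted p = 0.00156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between *ripr(insT)* and *ripr(insC)* 0 loci differed, with 69 genes at an unadjusted p-value below 0.05, so that 10 of the 10 splits gave as many. With 10 splits the share cannot fall below 0.1.

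Small RNAs from 67 loci were lower in *cer7*, from 19 in *rst1* and from 21 in *ripr*, which the paper does not report on. In *cer7*, *rst1* and *ripr* 1 of 56, 1 of 84 and 1 of 84 splits gave as many, the real one each time, and the same holds for the loci raised (1 of 56, 1 of 84 and 1 of 84 splits). The count in *cer7* depends on the scaling, since the loci of Supplementary Data 5 take up to 40.9% of the counts of a *cer7* library. With scaling factors from genes raised in no mutant, 14 of the 67 loci were still called. These reference genes were chosen as not raised, so the direction of this change is partly fixed by the choice, and scaling and a biological decrease cannot be told apart for the other loci. With all libraries thinned to the smallest total, 30 of the 67 were still called, which argues against depth as the whole cause. The loci were shorter than other tested genes (median exonic length 1075 against 1704 bp, with annotation for 58 of the 67; permutation test of the rank sum, two-sided, adjusted p = 4e-05 over 2 tests, the smallest that 100000 resamples give). Their GC content was 40.8% against 41.7% (permutation test, adjusted p = 0.0924). The length may therefore contribute. These loci also had more counts in the wild type (median 160 against 41.9 CPM), which makes a decrease easier to call. *HAK5* (*AT4G13420*) was lower in *cer7*, with 250 ± 34.5 CPM (SD, n = 5) against 2303 ± 127 CPM (SD, n = 3) in the wild type, and its difference in log2 fold change between *cer7* and *rst1* lay between −3.47 (library size only) and −2.96 (thinned libraries) under the alternatives run for it.

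Outside Supplementary Data 5, 188 further loci were raised in *cer7*, and 40 of them also in *rst1* and *ripr*. DESeq2 called 54 of the 188 as raised. Of 171 with an adjusted p-value in DESeq2, 170 were below 0.05 and the median was 0.0130, just above the threshold. Their median level in *cer7* was 49.5 CPM, against 103 CPM for the called loci of Supplementary Data 5. The values are consistent with less abundant loci near the threshold, at which the call differs between tests.

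*RST1* itself (*AT3G27670*) gave 45 counts in sum over the 3 *rst1-3* libraries, 9 to 23 per library, and at most 5 in any other library. The depth of the libraries argues against a technical gain, since the totals of *rst1-3* were 0.831 times those of *rst1-2* while the counts were 4.09 times as many. With at most 3 counts in each wild-type library, *RST1* was at least 2.60-fold higher in *rst1* than in the wild type, which did not pass the threshold (adjusted p = 0.0506 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), nor did the difference between *rst1-2* and *rst1-3* (log2 fold change −2.25, adjusted p = 0.25 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The place of the insertion was not analysed here, and no biological explanation was tested.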

How the results depend on the processing

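No test in this part was chosen after the result was seen apart from the thinning, the scaling from genes raised in no mutant, the DESeq2 prior and the shared part counted in both *rst1* and *ripr*. All alternatives were run. Where the *cer7* alleles were compared, neither *cer7-4* library was left out, since only 1 would have remained. The small RNAs of *CER3* (*AT5G57800*) were raised past the threshold in *cer7*, *rst1* and *ripr* under every alternative run for it.

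The test of a fold change above the threshold (glmTreat) gave the lowest counts of raised loci among the alternatives: 259 loci raised in *cer7*, 118 in *rst1*, 127 in *ripr*, 101 in all 3, and 8 in *rst1* or *ripr* but not in *cer7*, with 51.0% of the *cer7* loci also raised in *rst1* or *ripr*. It called 3, 4 and 5 loci lower in *cer7*, *rst1* and *ripr*, 9 between *rst1* and *ripr*, 25 between *cer7* and *rst1*, 28 between *cer7* and *ripr* and 2 between the *rst1* alleles. It tests a larger change than the main test, which explains fewer calls. With only the groups compared in the fit, 336 loci were raised in *cer7*, 157 in all 3 mutants and 77 outside *cer7*, 9 were lower in *rst1*, and 45 differed between *cer7* and *rst1*. With an adjusted p-value threshold of 0.05, 458 loci were raised in *rst1* and 368 in all 3 mutants, the shared part of *cer7* was 70.7%, 33 loci were lower in *ripr*, and 114, 131 and 11 differed between *cer7* and *rst1*, *cer7* and *ripr*, and the *rst1* alleles, as a wider threshold gives more calls.

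With DESeq2, 153 loci were raised in all 3 mutants, the shared part of *cer7* was 55.7% and 109 loci were lower in *cer7*. Of the 372 loci that DESeq2 called raised in *cer7*, 369 were among those of edgeR. With DESeq2 and a prior on the fold changes, 43 loci were raised outside *cer7* and the shared part was 49.5%. With 7 groups by allele, 41 loci were raised outside *cer7*. The cause of these shifts was not tested.

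The scaling moved the number of loci called lower in *cer7*: 116 with DESeq2 size factors, 262 with library size only and 14 with factors from genes raised in no mutant. With TMM, 88.4% of the loci called in *cer7* were raised, against 80.0% with DESeq2 size factors, 61.1% with library size and 97.8% with the reference genes. The median log2 fold change of all genes in *cer7* was 0.0677, −0.0509, −0.231 and 0.28 under these 4 scalings, in this order. Library size also gave 57 loci outside *cer7* and a shared part of 70.6%, and the reference genes gave 9 and 11 loci lower in *rst1* and *ripr*. Thinning all libraries to the smallest total gave 33, 9 and 11 lower loci in *cer7*, *rst1* and *ripr*, where fewer counts leave less power.

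Without the filter on low counts, the median log2 fold change in *cer7* was 0.425, the shared part was 49.7%, 37 loci were lower in *cer7* and 12 in *ripr*, and 22, 47 and 14 loci differed between *rst1* and *ripr*, the *cer7* alleles and the *rst1* alleles. With a mean of at least 10 counts, the shared part was 65.2%, 29 loci were lower in *cer7* and 10 in *rst1*, and 9 differed between *rst1* and *ripr*. The cause was not tested beyond the number of genes that each filter leaves. With neighbouring entries of near-identical counts merged (65 pairs, 59 entries merged away), 475 loci were raised in *cer7*. In 23 of the pairs both entries were raised, so these loci are counted 2 times in the main count.

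Leaving out 1 library in turn, the number of loci raised lay from 366 to 515 in *cer7*, from 175 to 301 in *rst1*, from 186 to 301 in *ripr* and from 148 to 244 in all 3 mutants, the lowest of the last 3 without wild-type replicate 2. The loci outside *cer7* lay from 12 (without wild-type replicate 2) to 41 (without *cer7-3* replicate 2), and the shared part from 50.4% (without wild-type replicate 2) to 63.7%. The lower loci lay from 41 (without wild-type replicate 2) to 117 (without wild-type replicate 3) in *cer7*, from 9 (without wild-type replicate 1) to 28 in *rst1* and from 13 (without wild-type replicate 2) to 39 (without *cer7-4* replicate 3) in *ripr*. The direct comparisons lay from 13 to 16 loci between *rst1* and *ripr*, from 53 to 92 between *cer7* and *rst1*, from 62 to 110 between *cer7* and *ripr*, from 10 to 17 between the *cer7* alleles (17 without *cer7-3* replicate 2) and from 4 to 9 between the *rst1* alleles. Fewer wild-type libraries leave less power, but the cause of single shifts was not tested.

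For the principal components, all tested genes in place of 500 gave 34.8% and 11% of the variance on components 1 and 2, and a prior count of 0.5 gave 10.6% on component 2. Without *XTH9* (*AT4G03210*), the share of counts on the loci of Supplementary Data 5 was 24.3% in *cer7* and 12.8% in *ripr*, by the counts of that gene alone. The sign of the fitted log2 fold change reversed in 4 comparisons without a call. With 1 library left out in turn, *RST1* (*AT3G27670*), which has at most 5 counts in each of these libraries, lay from −0.058 (without wild-type replicate 3) to 1.87 in *cer7* and from −0.92 to 0.99 (without wild-type replicate 2) in *ripr*. *AT1G09310* lay from −0.44 (without wild-type replicate 2) to 0.70 in *rst1* and from −0.74 to 0.38 (without wild-type replicate 3) in *ripr*. The cause was not tested. Among 587 values of named genes under the alternatives run for them other than leaving out a library, 6 calls were gained, 12 were lost and 0 values changed sign, while 5 had no adjusted p-value in DESeq2 and were not counted as calls. The 6 were *ERD14* (*AT1G76180*) in *rst1*, and the 12 were histone H4 genes (5) and *AT1G09310* (3) in *cer7* and *CAB1* (*AT1G29930*, 4) in *rst1*. Among 1101 values with 1 library left out, 1 call was gained, that of *ERD14* in *rst1*, 16 were lost and 8 values changed sign, in the 4 comparisons above.

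The share of cer7 loci up in both rst1 and ripr, a definition chosen after seeing the data, was 46.5% (Clopper-Pearson 95% interval 42.1% to 50.9%). It was 41.1% with DESeq2, 37.5% with DESeq2 and the prior, 54.3% with library size only, 35.9% without the filter on low counts, 51.2% with a mean of at least 10 counts, 55.9% with an adjusted p-value threshold of 0.05 and 39% with glmTreat. Leaving out 1 library in turn gave 38.2% (without wild-type replicate 2) to 48.6% (without *cer7-3* replicate 1). The cause of these shifts was not tested.

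The fit with the replicate number as a replicate block gave 516, 310 and 297 raised loci in *cer7*, *rst1* and *ripr*, 247 in all 3, 33 outside *cer7*, a shared part of 62.0%, 65, 21 and 25 lower loci, and 15, 71 and 86 loci between the mutants. Of 57 pairs of libraries with the same number, 14 had a correlation of their deviations above 0.1 (range −0.156 to 0.266). The median was 0.0671, against −0.0327 for different numbers. These values show no strong pairing by number, but they cannot exclude a weak shared component. The depth limits the loci with few counts: the median of the highest wild-type count was 4 for the loci raised in *cer7*, and 193 of these 510 had at most 3 counts in each wild-type library, so that their fitted folds depend on the model. With these loci at their lower bound, the median log2 fold change of the 510 was 1.91 in place of 2.51.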

Differences from the paper's values

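None of the tests below was chosen after the result was seen, apart from those marked so.

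In *rst1*, 289 loci were raised, against the paper's about 120 in Fig. 8b, read by eye. In *ripr*, 288 were raised, against the paper's about 130 in Fig. 8b, read by eye. In all 3 mutants, 237 were raised, against the paper's about 100 in Fig. 8b, read by eye. Outside *cer7*, 27 loci were raised in *rst1* or *ripr*, against the paper's about 8 in Fig. 8b, read by eye. Of the alternatives set before the data were examined, 2 gave values within 1.5 times the paper's for each of these 4. The first was edgeR's glmTreat test against a log2 fold change of 1, with 118, 127, 101 and 8 loci, in this order. The second was the fit without wild-type replicate 2, with 175, 186, 148 and 12 loci. For *ripr*, the fit without wild-type replicate 3 also did, with 190 loci. The other alternatives did not, DESeq2 included, which called 201, 198 and 153 loci in *rst1*, in *ripr* and in all 3.

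The paper's Supplementary Data 5 marks 113 of 349 loci as also found in rst1/ripr, which is 32.4%, and the paper's text speaks of *rst1* and *ripr*. Counted as raised in both *rst1* and *ripr*, a definition added after seeing the values, the share of *cer7* loci here was 46.5%, within 1.5 times the paper's. On this definition, the alternatives set before the data were examined were also within 1.5 times, DESeq2 (41.1%), glmTreat (39%) and the absence of a filter on low counts (35.9%) among them, except library size only (54.3%), a mean of at least 10 counts (51.2%), an adjusted p-value threshold of 0.05 (55.9%) and the fit without *cer7-3* replicate 1 (48.6%). Counted as raised in *rst1* or *ripr*, the share was 60.4%, and none of these alternatives came within 1.5 times the paper's value.

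The supplement marks *ERD14* (*AT1G76180*) as shared with *rst1* and *ripr*. Here its log2 fold change in *rst1* was 2.36 and did not pass the threshold. It was called with DESeq2 (2.32), without the filter on low counts (2.33), with a mean of at least 10 counts (2.39), with only the groups compared in the fit (2.40), with the replicate block (2.43), without *rst1-2* replicate 2 (2.52), and with DESeq2 and a prior on the fold changes (1.87), the last chosen after seeing the values. Of the 113 loci that the supplement marks as shared, 105 were raised here in both *rst1* and *ripr*.

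The paper gives RIPR a length of 1 amino acid more than the 355 that the annotated coding sequence of *AT5G44150* encodes. Supplementary Fig. 3 numbers the stop as a position: its last line starts at 321, holds 35 amino acids and a stop, and ends at 356. With the stop counted, the coding sequence also has 356 codons. The paper gives the site of the guide RNA from 17764907 to 17764927. The match here, from 17764908 to 17764927, is the same interval if the paper's start is counted from 0. The paper places the inserted bases at coding position 179 and gives different stop codons for the T and the C. In the reference, the stops differ (codons 60 and 65) with the base inserted between coding bases 177 and 178, and are both at codon 65 with it inserted next to base 179. The first of these places was computed after the second, once the stops were seen to differ from the paper's.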

Other observations

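Chosen only after the result was seen were the tests on the histone H4 genes, on *AT5G14550* and on the *XTH* genes. The explanation for the loci called in *cer7* alone was also found on the data that tested it.

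The 202 loci called in *cer7* alone were also higher than the wild type in the other mutants. Their median log2 fold change was 1.31 in *rst1* and 1.31 in *ripr*, or 1.01 in each with the 63 loci at or below 3 wild-type counts at their lower bound and 2 loci left out, and 198 of the 202 were positive in both. In 20 simulations with changes in *cer7* and none in *rst1* and *ripr*, which share the chance values of the wild-type libraries, the largest such median was 0.191. The shared wild type therefore does not account for the rise. Tested directly, 31 of the 202 differed from both *rst1* and *ripr*. A candidate explanation is that many of these loci are raised in all 3 mutants and miss the threshold in *rst1* and *ripr*, where their change is smaller. This is a hypothesis found and tested on the same data.

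The overlap of calls and the correlation over all tested genes between the mutants lie above what shared wild-type libraries give. The largest overlap of raised loci was 0 in 20 simulations of unchanged groups, against 237. It was 23 in 20 simulations of unrelated changes, with the fold changes of each mutant shuffled over the genes. The largest correlation of unchanged groups was 0.724 between *rst1* and *ripr*, 0.718 between *cer7* and *rst1* and 0.713 between *cer7* and *ripr*, against 0.904, 0.893 and 0.877.

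Small RNAs from 8 histone H4 genes were high in 3 of the 5 *cer7* libraries and low in the other 2. Their summed counts were 15358 and 12435 in *cer7-4* replicates 1 and 3, 12738 in *cer7-3* replicate 2, and 360 and 956 in *cer7-3* replicates 1 and 3. They were 17 to 37 in the wild type and 112 to 249 in *rst1* and *ripr*. A mislabelled library is argued against by the loci that differ between *cer7-3* and *cer7-4*: found without *cer7-3* replicate 2 and without the H4 genes, 9 of 9 were nearer to the other *cer7-3* libraries in it. This test was run a further time in that form after a first form, which had used the library itself to find the loci, proved circular. Depth is argued against by the *cer7-4* libraries, which are high with totals of at most 306954, while the low *cer7-3* libraries have at least 442257. The replicate number is argued against by a ratio of at least 13.0 between *cer7-4* and *cer7-3* libraries of the same number. Reads shared between the copies are argued against by *AT3G53730* and *AT2G28740*, which share 1.26% and 2.88% of their stretches of 21 bases with other H4 genes and still differ by a ratio of at least 11.7 between the high and the low libraries. A state that is switched on in some plant pools and not in others stays open as a hypothesis. The paper remarks that loci and siRNA levels vary among plants of a genotype.

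*AT5G14550* had 0 counts in wild-type replicate 3 and 3 counts in *cer7-4* replicate 3, and 1619 to 8782 counts in the other 18 libraries. It overlaps the miRNA gene *MIR398b*, on the other strand, and *AT5G14560*. At the lowest share seen elsewhere, the smaller of the 2 libraries would hold 1403 counts, against at most 3 seen, so depth does not explain the loss. Copper supply is a candidate cause, since it could lower *MIR398b* together with *MIR408*. *AT2G47020*, which overlaps *MIR408* on the other strand, had 394 and 908 counts in the 2 libraries, at least 0.472 times its median in the others, and no equal drop. With 2 libraries and a single other gene, copper and other growth conditions cannot be told apart. Of the 261 genes with a median above 100 counts, 9 had a library with at most 3 counts.

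Reads from miRNA genes do not account for the raised loci. Of 494 annotated loci raised in *cer7*, 2 overlap a miRNA gene, against 49 of 2242 other tested genes (two-sided Fisher's exact test, p = 0.00504). The 83 genes that overlap a miRNA gene held 19.8% to 21.2% of the counts in the wild-type libraries and 6.89% to 11.0% in *cer7*, and *AT4G14810* alone held 14.9% to 17.9% in the wild type.

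Of 6 tested genes annotated as xyloglucan endotransglucosylase/hydrolase (*XTH*), 4 were raised in *cer7*, 1 in *rst1* and 2 in *ripr*, and 5 passed the threshold as higher in *cer7* than in *rst1*, and 5 as higher than in *ripr*. Against other tested genes, the share raised in *cer7* gives p = 0.0103 in a two-sided Fisher's exact test. The family was picked by eye after its values were seen, so this test decides nothing, and a chance choice cannot be told apart from a property of the family. No other explanation was tested.

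Of the loci of Supplementary Data 5, 324 were compared with the log2 fold changes that the paper lists for *cer7*. Across these loci, which are not independent replicates, r was 0.993 (rho = 0.999), the sign was the same at 324, and the values here were higher by a median of 0.0852.

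The paper names *AT2G01008*, citing earlier work, as the exception among mRNAs that give no such siRNAs in Col-0. In these libraries, it had 1345 ± 374 CPM (SD, n = 3) in the wild type, 859 ± 242 CPM (SD, n = 5) in *cer7*, 989.6 ± 104 CPM (SD, n = 6) in *rst1* and 899 ± 153 CPM (SD, n = 6) in *ripr*. The log2 fold changes of −0.64, −0.44 and −0.58 did not pass the threshold. The gene overlaps the miRNA gene *MIR5642b*, so its counts can include reads of that gene.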
